# Clonally stable Vκ allelic choice instructs Igκ repertoire

**DOI:** 10.1038/ncomms15575

**Published:** 2017-05-30

**Authors:** Rena Levin-Klein, Shira Fraenkel, Michal Lichtenstein, Louise S. Matheson, Osnat Bartok, Yuval Nevo, Sebastian Kadener, Anne E. Corcoran, Howard Cedar, Yehudit Bergman

## Abstract

Although much has been done to understand how rearrangement of the Igκ locus is regulated during B-cell development, little is known about the way the variable (V) segments themselves are selected. Here we show, using B6/Cast hybrid pre-B-cell clones, that a limited number of V segments on each allele is stochastically activated as characterized by the appearance of non-coding RNA and histone modifications. The activation states are clonally distinct, stable across cell division and developmentally important in directing the Ig repertoire upon differentiation. Using a new approach of allelic ATAC-seq, we demonstrate that the Igκ V alleles have differential chromatin accessibility, which may serve as the underlying basis of clonal maintenance at this locus, as well as other instances of monoallelic expression throughout the genome. These findings highlight a new level of immune system regulation that optimizes gene diversity.

## Abstract (web summary)

B cell development involves sequential rearrangement of the immunoglobulin chains, but fine control over the selection process remains a mystery. Here the authors show that individual alleles in pre-B cells are clonally unique and result from stochastic activation of V gene segments to induce optimal generation of a diverse repertoire.

Rearrangement of immune receptor loci in B and T lymphocytes takes place in an ordered developmental manner using transcription factors and regulatory elements to open up and turn on the rearrangement process at each individual cluster during its specific stage of differentiation^1^,^2^,^3^,^4^,^5^. In the B-cell lineage, the IgH locus is activated first in pro-B cells, whereas the Igκ region gets turned on and rearranged only at a later stage of development in the small pre-B-cell compartment. This activation occurs initially on only one allele, which undergoes J–C region demethylation and proceeds with rearrangement^6^,^7^,^8^ seemingly choosing from the full range of V segments^9^.

Originally, it was thought that at the time of rearrangement the two κ alleles in each cell are equal substrates for activation, with the choice being made in a stochastic manner^10^,^11^. Previous work in our laboratory, however, has indicated that this is probably not the case and the decision is actually of an instructive nature, with the two alleles first becoming marked by asynchronous replication at the early lymphoid progenitor stage followed later by opening of the κ J–C region specifically on the early allele. Through the use of pre-B-cell clones, it was then demonstrated that it is this same allele that undergoes the first rearrangement in each cell^12^. The κ locus is distributed over a large 3 Mb region carrying ∼140 different V segments^13^ and this domain already has an accessible chromatin conformation at the pre-B-cell stage even prior to the initiation of rearrangement^14^,^15^,^16^. However, the actual chromatin structure and transcription pattern of individual V segments on the two alleles has not yet been identified.

In this study, we use hybrid C57BL/6/Castaneous (*B6/Cast*) pre-B-cell clones to examine the chromatin and transcriptional state of the κ locus V segments in an allele-specific manner. The results indicate that each parental chromosome independently activates a select number of V segments. Once chosen, these activity states are then maintained in clonal populations probably through their highly stable accessible chromatin structure. In the case of the Igκ locus, this ‘choice' of V segments seems to generate alternate recombination patterns on each allele, thus providing a mechanism for enhancing the chances of each B cell to produce functional antibodies. Furthermore, this same chromatin-based model may also serve as the basis for the maintenance of differential expression at a large number of monoallelic loci present in the genome.

## Results

### V region allele specific histone modification states

To determine the pattern of V region activation states, we analysed histone acetylation over select V segments in pre-B-cell clones derived from chimeric *B6/Cast* mice. Since, in general, the sequences of the two alleles differ by about 1% genome wide^17^, we were able to identify many polymorphic sites that could be used to determine the histone acetylation pattern of each allele separately. We first chose a single clone (E9-3) and carried out anti-histone H3Ac ChIP, which was then assayed by PCR analysis of various V segments within the κ locus, using polymorphisms at restriction-enzyme binding sites to distinguish between the alleles (Fig. 1a). In a striking manner, it appears that individual Vs are acetylated in a monoallelic manner. Thus, for example, *V*_18–36_ was found to be packaged with acetylated histones on the Cast allele, while being relatively unacetylated on the B6 allele (Fig. 1b). Conversely, ChIP analysis using an antibody against H3K27me3, a signature of closed chromatin, showed heavily skewed enrichment on the unacetylated B6 allele. These structural measurements are consistent with non-coding RNA (ncRNA) analysis indicating that only the acetylated allele is being transcribed. For a different segment (*V*_19–93_) in the same E9-3 pre-B-cell clone it was the B6 allele that had an acetylated histone pattern accompanied by preferential transcription. In contrast, the Cast allele was not only found to be relatively unacetylated, but even carried the repressive H3K27me3 mark. Using a similar approach, we found that additional Vs also demonstrated allele-differential ‘opening' and this was always in correlation with ncRNA transcription (Fig. 1c). The transcribed alleles were also found to be marked with H3K4me1 and H3K4me2, additional modifications associated with active chromatin (Supplementary Fig. 1).

These results indicate that on any given allele not all the Vs are chosen to be activated and this decision then appears to be maintained in a clonal manner in the E9-3 line used for these studies. In order to investigate whether these choices are possibly of genetic origin, simply reflecting sequence differences between the Cast and B6 genomes, we next carried out this same analysis on a number of different clonal pre-B-cell lines (Fig. 1d,e). This experiment revealed that each clone actually has a different pattern of V region availability independent of allele origin. As an example, *V*_15–103_ is open and expressed almost exclusively on the Cast allele in E9-3, while in clone B-52, it is the B6 allele that is preferentially chosen. A summary of seven different V segments in various independent cell clones indeed confirmed that each one has its own unique pattern of allelic choice with the open (acetylated) copy being transcribed in pre-B cells. As expected, bone-marrow pools from which all pre-B-cell clones are derived show biallelic expression of almost all V regions, probably because they represent a mixture of individual clones that choose the V segment on each allele in a stochastic manner. Nonetheless, some V segments were found to display a strong genetic bias for one particular allele (Fig. 1e).

### V region allele-specific transcription

To obtain an expanded picture of V region choice, we developed a multiplex PCR method to assay ncRNA transcription for a small repertoire of 20 different Vs (Fig. 2a). In any given clone, we found that each V was either silenced on both alleles, expressed preferentially on one allele (B6 or Cast) or displayed a biallelic pattern (Fig. 2b). This suggests that the original choice of Vs in each clonal population may be based on a stochastic process. Strikingly, no two clones had the exact same transcription pattern of the V segments.

As a further proof of this principle, we next adapted a method for genome-wide analysis of the total nuclear RNA fraction^18^,^19^ and quantified RNA levels over the entire V region of both alleles (Fig. 3). The overall pattern of transcription across the locus was distinct in each of the clones analysed (Fig. 3a, Supplementary Fig. 2a) and in every case, we also observed striking differences between the two parental alleles (Fig. 3b, Supplementary Fig. 2b,c), generating a kaleidoscope of gene expression (Supplementary Fig. 3). Furthermore, these profiles remain stable across multiple divisions and cell passages as confirmed by principal component analysis (PCA) (Fig. 3c,d). Interestingly, clone 3 apparently underwent deletion of the Vκ locus Cast allele in late passages. Nonetheless, the pattern of V segment expression on the B6 allele remained constant (Supplementary Fig. 4). This suggests that each allele profile is maintained independently, with no crosstalk between the alleles being required.

### V region allele-specific chromatin accessibility

Since expression is always correlated with local histone acetylation on an allelic basis, it appears that, in general, some V segments are relatively open and accessible within the nucleus while others are in a more closed configuration (Fig. 1). To test this idea, we carried out genome-wide ATAC-seq analysis on each of the different pre-B-cell clones. In this assay, a transposase is used to insert a marker sequence into multiple sites in the genome which are then detected through sequencing analysis, with the degree of integration being proportional to the level of accessibility at each individual locus^20^. By restricting our analysis to sequences located exclusively in the Vκ region, we were able to construct a local allelic ‘openness' map of specific V segments (Fig. 4). *V*_1–135_, for example, was shown to be accessible on both the Cast and B6 alleles in a pool of pre-B cells. In clone 4, however, only the Cast allele was open, while the B6 allele showed a relatively small number of sequence reads indicating that the Cast allele is in a more accessible configuration, consistent with the finding that this V is preferentially transcribed on the same allele. In contrast, *V*_2–112_ is more open on the B6 allele in this same clone, while *V*_9–124_ is accessible on both alleles in equal measure. In clone 8, however, the pattern of chromatin accessibility is distinctly different, with both *V*_9–124_ and *V*_2–112_ being accessible on the B6 allele, while V_1–135_ is accessible on both alleles, with a skew towards Cast. Analysis of other pre-B-cell lines indicated that this allelic pattern is different in each individual clone (Supplementary Fig. 5). It should be noted that while this assay is quite robust, allowing one to identify a large number of accessible Vs, we were not always able to determine their allelic distribution, mainly because the relevant marker sequences were often too small to include nearby polymorphisms (see example *V*_2–137_ (Fig. 4)).

### Allele-specific Igκ rearrangement repertoires

Having shown at the global level that each clone maintains a different V region accessibility and expression pattern, we then asked whether this may serve as the basis for determining the rearrangement patterns that take place following differentiation to B cells. To this end, we developed a technique to pick up RNA from rearranged molecules by using a Cκ primer together with 3′ ligation-mediated PCR and then quantitatively assayed all detectable rearrangements by large-scale sequencing (Supplementary Fig. 6). This data yielded a clonal recombination map for each allele independently (Fig. 5a,b), and with each individual clone producing a different pattern of rearrangement. Furthermore, by comparing the ratios between the B6 and Cast alleles at each V segment, we found that the degree of rearrangement following differentiation is directly correlated with the amount of ncRNA transcription for each V segment in pre-B-cell clones (Fig. 5c). It thus appears that the choice of V segment ‘opening' ultimately affects the pattern of rearrangement on each allele.

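Rearranged Igκ RNA was sequenced from 5 pre-B-cell clones of B6/Cast mice (clones 3, 4, 8, B52 and E9-3), each grown for 48 h without IL-7 to induce rearrangement, and from a pre-B-cell pool, with 1 library from each. The methods give no time without IL-7 for the pool, which the sample labels list with the 48 h libraries. The authors trimmed the reads, aligned them with bowtie2 to a hybrid B6/Cast genome and counted them on each Vκ segment with HTseq-count, and the deposited values are these read counts for each of 112 Vκ segments on each allele, without normalization. In the GENCODE M21 annotation of mm10, the build used in the paper, 111 of the segments were found by name on chromosome 6 between 67555497 and 70704177, of which 98 are annotated as functional genes and 13 as pseudogenes, with 41 on the plus strand and 70 on the minus strand. The Cκ exon, from which cDNA synthesis was primed, lies at 70726435 to 70726966. Reads assigned to an allele numbered 165679 in clone 3, 64672 in clone 4, 119020 in clone 8, 69131 in clone B52, 34291 in clone E9-3 and 320951 in the pool. The contribution of a segment was computed, as in Fig. 5, as the percent of all reads of the library over both alleles, and its allelic ratio as the percent of its reads on the B6 allele. A contribution of 3 reads, taken as the smallest that can be told from 0, equals 0.00875% in clone E9-3 and 0.00181% in clone 3. Intervals are 95% Wilson intervals. The reads carry no molecular identifiers and were amplified by PCR, so that intervals and detection limits cover counting error only. Because each clone has a single library in this experiment, tests on reads compare libraries, and differences between clones have no replicate check except for clone 4, which was sequenced again at 48 h in the time course. Reads of closely related segments could have been split between them by the alignment, since the functional segments with reads were on average 92.0% identical in transcript sequence to their closest relative among the segments counted.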

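The difference between the repertoires of 2 clones was measured on each allele as the Bray-Curtis dissimilarity, which is 0 for identical and 1 for non-overlapping repertoires, after scaling each allele to its own total. Over the 10 pairs of clones its median was 0.393 on the B6 allele, with a range from 0.212 to 0.483, and 0.438 on the Cast allele, with a range from 0.203 to 0.617. All 10 pairs lay above the upper end of the 95% range given by sampling the reads at random, which was at most 0.0353 on B6 and 0.0390 on Cast. Of the alternatives, leaving out clone 3 moved the median most, to 0.525 on the Cast allele. The pair with the lowest values on both alleles was clones 4 and 8. The 2 libraries of clone 4 at 48 h differed by 0.242 on B6 and 0.305 on Cast, and 9 of the 10 pairs of clones on B6 and 8 on Cast differed by more than this. A few segments were read on 1 of the alleles only in clones 4 and 8 and the pool, or only in clones 3, B52 and E9-3, so that pairs were also compared within and between these sets, which were defined after the counts were seen. Within clones 3, B52 and E9-3 the dissimilarity was between 0.283 and 0.404 on B6 and between 0.272 and 0.433 on Cast, and between these clones and clones 4 and 8 it was between 0.314 and 0.483 on B6 and between 0.345 and 0.617 on Cast.
The allelic ratio was compared between the 5 clones for each of the 104 segments with at least 20 reads over the clones. By a Monte Carlo chi-square test with Benjamini-Hochberg adjustment, the libraries differed at 80 segments at an adjusted p-value under 0.05. With the counts divided by 19.0, the mean chi-square statistic of the allelic ratio between the 2 libraries of clone 4, they differed at 40 segments. One of these libraries had 10958 reads, fewer than the 34291 of the smallest clone library compared. Deeper libraries with the same spread would give a larger divisor, so that 40 may be too high. From the recombination map of each allele (Fig. 5a,b), the paper states that each clone produces its own pattern of rearrangement.

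**Figure D1:**
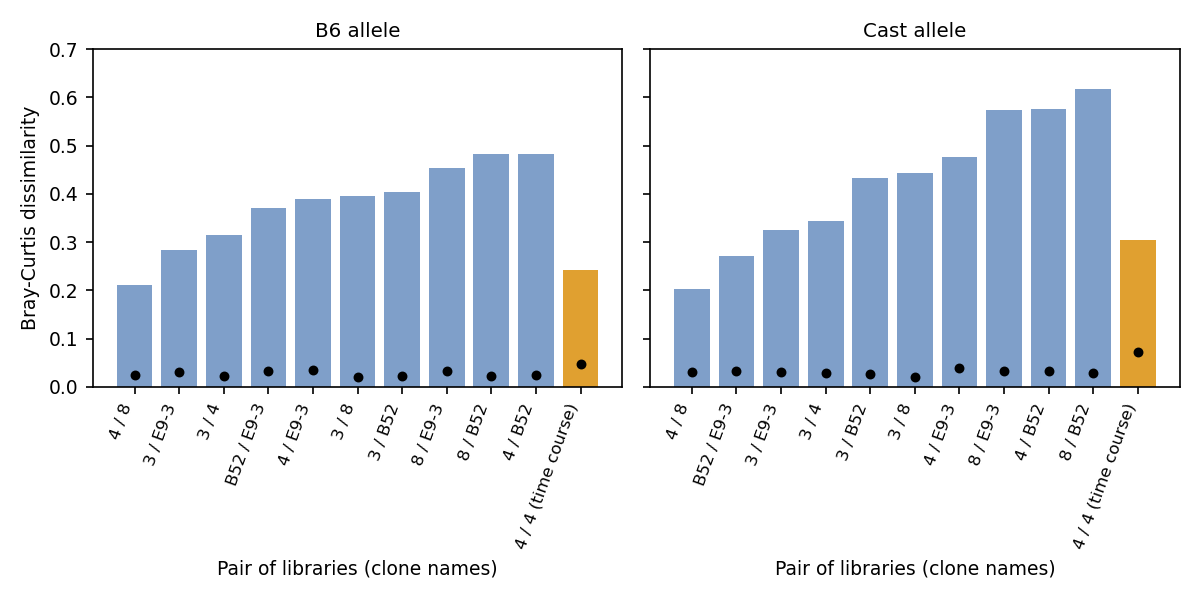
Bray-Curtis dissimilarity (vertical axis, no unit) of the rearrangement repertoires of each pair of clones at 48 h (blue bars) and of the 2 libraries of clone 4 at 48 h (orange bar), on the B6 (left) and Cast (right) allele. Black points mark the upper end of the 95% range from sampling alone, which lies below every bar, and clones 4 and 8 have the lowest bar on both alleles.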

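The allelic ratio of rearranged reads at 48 h was set against the allelic ratio of ncRNA in the same clones before rearrangement, read from the colours of the 20 segments in Fig. 2b, which were measured by amplicon sequencing. The legend of Fig. 5c does not name the assay behind its ncRNA ratios. The nuclear RNA counts of the paper were not analysed here, and the colours give approximate ratios. Over 70 pairs of a segment and a clone with at least 10 rearranged reads, Pearson's r was 0.469 and Spearman's rho was 0.510, each with p = 1e-05, the smallest that 100000 permutations of the clones within each segment can give (one-sided), and the same after Benjamini-Hochberg adjustment over these 2 coefficients. Permuting the segments within each clone gave p = 9e-05 for Pearson's r and p = 2e-05 for Spearman's rho. Without the 2 pairs farthest from the median ncRNA ratio, r was 0.501. With the mean of each segment over the clones subtracted, so that only differences between clones remain, r was 0.612 over 68 pairs. Within single clones r was 0.751 in clone 4 over 16 segments, 0.514 in clone 3 over 15, 0.387 in clone 8 over 16, 0.358 in clone B52 over 15 and 0.204 in clone E9-3 over 8. The pairs are taken across segments, which are not independent replicates. Clones were permuted in each segment separately, so that the p-value of that test does not cover an effect shared by all segments of a clone. Of the 42 pairs with an ncRNA colour on the B6 side, 2 of them at a ratio that rounds to 0.5, 30 had most rearranged reads on B6, and of the 28 pairs with a colour on the Cast side, 13 had most rearranged reads on Cast.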

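For the 7 segments whose active allele was determined in each clone by chromatin marks and ncRNA (Fig. 1e), the allele with most rearranged reads at 48 h was the active allele in 25 of 35 pairs of a segment and a clone. With B6 as the active allele this held for 15 of 20 pairs, with a median of 64.0% of reads on B6, and with Cast as the active allele for 10 of 15 pairs, with a median of 36.9% of reads on B6. Exchanging the calls between clones within each segment gave 24.6 matches on average (one-sided exact permutation test, p = 0.616), so that the number of matches was not distinguishable from that given by the segment alone. In 3 of the 7 segments no exchange can change the matches, because the call or the majority allele is the same in all clones, and the test rests on the other 20 pairs, with 12 matches and 11.6 expected. It counts the majority allele only and not the size of a shift. Igkv6-32 (chromosome 6, 70074024 to 70074603, mm10, minus strand) matched in 5 of 5 clones, all called B6. Igkv15-103 (68437440 to 68437925, plus strand) had 45.0% of its reads on B6 in clone B52, where B6 is the active allele, and 23.8% on average in the 4 clones where Cast is active. Igkv4-91 (68768555 to 68769103, minus strand) had all its reads on B6 in clone B52, where Cast is the active allele, and 68.2% on average in the other clones. From the relation between ncRNA and rearrangement, the paper proposes that the choice of open segments affects the pattern of rearrangement on each allele.

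**Figure D2:**
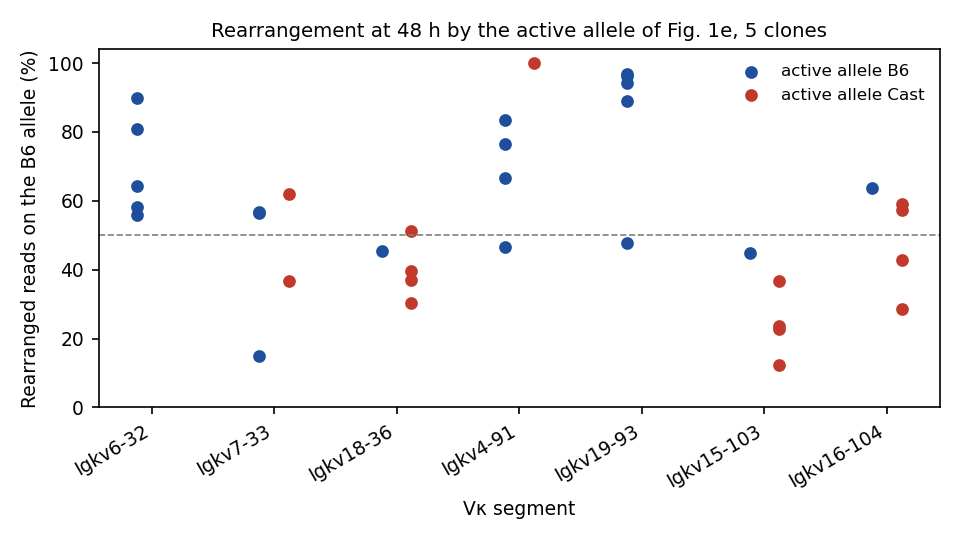
Percent of rearranged reads on the B6 allele at 48 h (vertical axis) for the 7 segments of Fig. 1e, with 1 point per clone, coloured by the active allele of that clone. The points are single libraries without replicates, and 25 of 35 lie on the side of the active allele.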

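The rearrangement libraries were examined for V segments with the same allelic bias in every clone. Of the 93 V segments with at least 10 reads in all 5 clones, 24 had over 80% of their reads on B6 in each of them and 5 had over 80% on Cast in each. Exchanging the ratios between segments within each clone gave on average 0.958 such segments and at most 6 in 10000 permutations (one-sided permutation test, p = 1e-04, the smallest these permutations can give). Among the 79 of these V segments with at least 3 reads on each allele over the 48 h libraries, 15 had the same bias in all 5 clones. Conversely, 8 V segments had over 80% of reads on B6 in at least 1 clone and over 80% on Cast in at least 1 other. Igkv12-38 (chromosome 6, 69943186 to 69943648, mm10, minus strand) was one of these, with 89.0% of its reads on B6 in clone E9-3 and 1.46% in clone B52.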

The data we have presented suggest that while the choice of Vs on each allele is mainly stochastic, some sites appear to have a fixed bias for either B6 or Cast, suggesting that genetic factors may also play a role in this choosing process. To address this question in a general manner, we carried out PCA on the ncRNA spectrum measured in several different pre-B-cell populations (Fig. 3), Strikingly, we found that all the individual clones have ncRNA patterns far removed from the profile observed in a pool of pre-B cells derived from bone marrow. This provides a good indication that genetic background only plays a relatively minor role in V region activation choice. The same idea appears to be true for the rearrangement process, as well, as careful analysis of the results in Fig. 5 demonstrates that less than 35% of the Vs are skewed (>80%) for one allele or the other in the pool.

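Of the 101 V segments with at least 10 reads in the pool, 45, or 44.6% (interval 35.2 to 54.3), had over 80% of their reads on 1 allele, 36 on B6 and 9 on Cast. With a minimum of 1 read the share was 45.6%, and minimums of 20 and 50 reads removed no segment. The alternative that moved it most was restricting the count to segments with at least 3 reads on each allele over the 48 h libraries, a setting chosen after seeing the data, with 26 of 82 segments or 31.7%. Every segment removed by it was skewed, so that it could only lower the share. Of the 36 segments skewed to B6, 17 had fewer than 3 Cast reads over all 6 libraries, so that it is not known from these counts whether their Cast allele could be detected. The values of 52.9% in clone 3, 53.1% in clone B52 and 45.3% in clone E9-3 lay within the interval of the pool. Those of 58.3% in clone 4 (interval 48.6 to 67.3) and 61.4% in clone 8 (51.6 to 70.3) lay above it, but their own intervals overlapped it. These intervals are taken over segments as if independent, although largely the same segments are counted in every library. From the share in the pool, the paper proposes that genetic background has a relatively minor role in rearrangement.

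**Figure D3:**
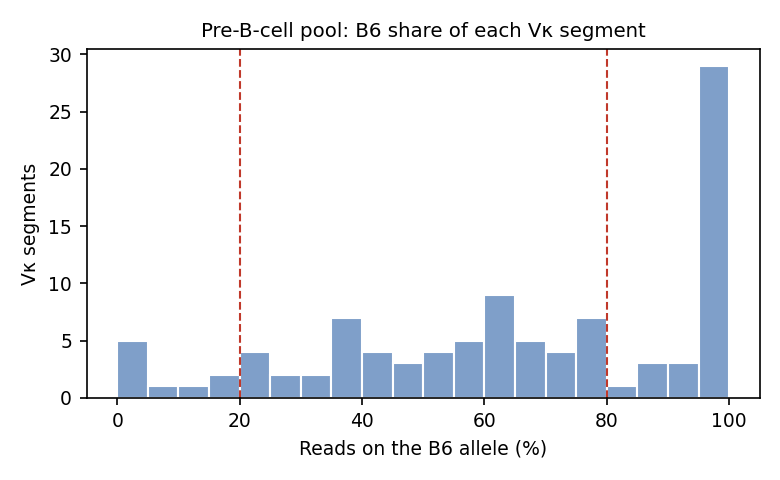
Number of V segments (vertical axis) by the percent of their reads on the B6 allele (horizontal axis, equal bins) in the pre-B-cell pool, for the 101 segments with at least 10 reads. Dashed lines mark 20% and 80%, and 36 segments lie above the upper line and 9 below the lower line.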

The data in Fig. 5 demonstrate that following 48 h of induction, each clone appears to have undergone rearrangement on both alleles. 

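Reads were found on both alleles in every clone at 48 h. With at least 3 reads, 80 V segments were detected on Cast and 96 on B6 in clone 3, 74 and 101 in clone 4, 74 and 98 in clone 8, 76 and 90 in clone B52, and 73 and 92 in clone E9-3. The Cast allele gave 37.1% of reads in clone 8 (interval 36.8 to 37.4), 34.2% in clone B52 (33.9 to 34.6) and 46.3% in clone E9-3 (45.8 to 46.9). Between 67 and 74 V segments per clone were detected on both alleles.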

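The time course consisted of 1 library of clone 4 at each of 12, 24, 36 and 48 h without IL-7, made by the same Cκ-primed sequencing and deposited by the authors as counts per V segment and allele. The libraries held 1737 reads at 12 h, 1174 at 24 h, 7092 at 36 h and 10958 at 48 h, fewer than the 48 h libraries of Fig. 5. At these depths 3 reads equal 0.173%, 0.256%, 0.0423% and 0.0274% of the library. There was no replicate at any time point, so that tests compare libraries. Numbers of V segments were compared after rarefaction, which gives the number expected if every library were sampled down to the same number of reads. The time-course library at 48 h differed from the 48 h library of clone 4 in Fig. 5 by more than sampling of reads gives, with a Bray-Curtis dissimilarity of 0.266 over both alleles against an upper end of the 95% sampling range of 0.0511, and 6 V segments with at least 3 reads in the latter had none in any of the 4 time-course libraries. Igkv4-68, with 1156 reads in that library, was one of these, named after its counts were seen. The B6 share also differed, at 76.7% against 71.8% (Fisher's exact test between the libraries, two-sided, p = 8.58e-28).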

To understand how this comes about, we followed the kinetics of this process for one individual clone (clone 4). Previous studies in our laboratory have already shown that the two alleles in pre-B cells are differentially marked by replication timing and J-Cκ accessibility, and that it is always the early allele which is preferentially rearranged in the initial recombination step^12^,^21^. 

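At 12 h, 1463 of 1737 rearranged reads of clone 4, 84.2% (interval 82.4 to 85.9), were on the B6 allele. A single V segment, Igkv19-93 (chromosome 6, 68736297 to 68736780, mm10, minus strand), gave 1018 of these reads, or 58.6% of the library. Without Igkv19-93 the B6 share at 12 h was 62.4%. On the Cast allele, Igkv10-96 (68631963 to 68632442, minus strand) gave 151 of 274 reads. Without both segments the B6 share was 79.0%.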

In keeping with this, analysis after only 12 h of induction indicated that the vast majority of rearrangement events occurred on the B6 allele, which is indeed early replicating in this particular clone. 

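The Cast share of reads in clone 4 rose from 15.8% (interval 14.1 to 17.6) at 12 h to 20.5% (18.3 to 22.9) at 24 h and 23.8% (22.9 to 24.8) at 36 h, and was 23.3% (22.5 to 24.1) at 48 h. The 12 h and 48 h libraries differed (Fisher's exact test, two-sided, p = 6.38e-13), as did those at 12 and 24 h (p = 0.00108) and at 24 and 36 h (p = 0.0139), whereas those at 36 and 48 h did not (p = 0.388). These tests cover read sampling only. The B6 share changed by -4.75 percentage points from 12 to 24 h and by -3.30 from 24 to 36 h. Both steps were smaller than the difference between the clone 4 libraries at 48 h, with B6 shares of 71.8% and 76.7%. The change from 12 to 48 h, at -7.50, was larger than that difference. Without Igkv19-93 the direction was the opposite, with a Cast share of 37.6% at 12 h and 24.6% at 48 h (Fisher's exact test, p = 1.47e-13). Without Igkv19-93 and Igkv10-96, a choice made after seeing the data, it was 21.0% at 12 h and 24.2% at 48 h, a difference not past the threshold of 0.05 (Fisher's exact test, p = 0.0924). After rarefaction to 241 Cast reads, 20.6 V segments were expected on Cast at 12 h, 39.0 at 24 h, 48.2 at 36 h and 50.3 at 48 h.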

As the induction process proceeds *in vitro* (in the absence of receptor feedback inhibition to terminate secondary rearrangements and selection), more cells begin to rearrange the second allele (Cast), allowing V–J recombination of brand new and different V segments (Supplementary Fig. 7).

### Global allele-specific transcription

These experiments present an intriguing picture of the Vκ region whereby individual gene segments are able to maintain an allelic pattern of chromatin accessibility in a clonal manner and in this way support stable monoallelic expression profiles. On the basis of previous studies showing that a large number of genomic loci are expressed monoallelically in differentiated ES cells^22^,^23^, we next asked whether this may also be true for the pre-B cells used in this study. Indeed, global analysis of RNA-seq data from different passages of the pre-B-cell clones used in this study indicates that the allelic transcription pattern is clonally stable and distinct from the other clones (Supplementary Fig. 8a,b). Each clone has between 2,000 and 4,000 genes, which are expressed in a monoallelic manner, consistent with the reports from other cell types^22^,^23^,^24^. Strikingly, while some genes are monoallelic in all clones analysed, others are monoallelic in only some clones, and biallelically transcribed in others, giving each clone a unique set of monoallelically expressed genes (Supplementary Fig. 8c,d). These genes had extremely diverse functions. Gene ontology analysis on the subset of genes monoallelically transcribed in all clones demonstrated an enrichment of glycoproteins (*P*=2.4 × 10^−7^), as well as proteins involved in signal transduction (*P*=9.3 × 10^−9^). These results suggest that the V-segment allelic choice may actually be part of a much wider phenomenon involving many other regions of the genome.

### Global allele-specific chromatin accessibility

Given clonal stability, it seemed likely that the basis for allelic differences may lie in the ability to maintain fixed alternate chromatin structures over many cell generations. To test this idea, we analysed our genome-wide ATAC-seq data from these same *B6/Cast* clones, taking advantage of multiple polymorphisms to distinguish between the two alleles. Strikingly, analysis of all of the accessible sites in the genome showed that there are indeed thousands of loci that show differential availability in individual clones even though they appear to be accessible on both alleles in a pool of pre-B cells (Fig. 6a). Furthermore, the allelic accessibility profile was found to be stable and distinct in each clone, as verified by hierarchical clustering and PCA (Fig. 6b,c).

Mapping the locations of these monoallelically accessible sites showed that a large percentage of them are actually located in gene promoters (Fig. 6d). Furthermore, RNA analysis indicated that there is a strong correlation between open chromatin and transcription on an allelic basis (*χ*^2^ test *P* value <10^−15^ for each clone individually) (Fig. 7). For example, the promoter of *Gng12* is inaccessible and not expressed in clone 3, is accessible and expressed on both alleles in clone 4 and is accessible and transcribed only on the Cast allele in clone 8 (Fig. 7a). Similar correlations can be seen for other specific genes, such as *Htatip2* and *Snx20* (Fig. 7a). At the global level, as well (Fig. 7b), allele-specific promoter accessibility accurately predicts the transcription state for each allele in every clone. It thus seems likely that promoter chromatin accessibility may represent an underlying mechanism for inheritable allelic gene transcription, and this has been confirmed by other studies, as well^25^.

## Discussion

Following a programmed series of recombination events at the heavy chain locus, B cells then carry out rearrangement of the light chain region. This is done in an ordered manner with one allele being chosen in pre-B cells to undergo histone acetylation over the J–C region^8^. It is then this same allele that undergoes rearrangement by recombining with upstream V segments on the same allele^12^, but little was known about how they are chosen. Indeed, it has always been assumed that this reaction occurs in a stochastic manner with all of the V segments equally available for recombination. In this paper, we have used *Cast/B6* hybrid mice and taken advantage of genetic differences to study each allele separately. We demonstrate that in pre-B cells, the V region on both alleles undergoes a process of opening which is reflected in ncRNA transcription, histone acetylation and increased chromatin accessibility, but only a portion of the segments become activated, with the other Vs remaining relatively closed and less capable of recombination. This represents a new level of immune receptor regulation.

Our analysis suggests that in each clone, only about 30–40% of the Vs are actually activated and by examining the distribution of these sites, it appears that this is established through a stochastic process with each allele representing an independent substrate. As a result, in any one clone some Vs are activated on both alleles, some on only one allele, either B6 or Cast and the rest remain closed on both alleles. The distribution we observe is, in general, consistent with a mathematical model in which the Vs on each allele have a relatively fixed probability of activation, but these choices are also influenced by sequence biases built into the B6 and Cast genomes and may be affected by additional epigenetic markers such as replication timing, which differ between the two alleles in each clone.

Many other monoallelic genes throughout the genome also appear to be activated in a similar manner. This stochastic, as opposed to instructive system of choice, is presumably based on the idea that the factors needed to turn on these genes are present in limited quantities which are insufficient for interaction with all the targets present within the nucleus^11^,^26^. This type of mechanism is usually associated with single-gene sequences, but several examples of choice within clusters, such as those containing NK receptors^27^,^28^ or cytokine genes^29^, may also be subject to kinetics similar to that of the Vκ locus.

The most striking aspect of allelic choice seen in the Vκ region is that these patterns are preserved in a clonal manner. This implies that the initial factor-directed activation of V segments probably takes place at an earlier stage just prior to the formation of pre-B clones, which are then no longer capable of choosing but continue to maintain the initial decision of allele specificity through each cell division. It is likely that this is carried out through the formation of some sort of chromatin structure, perhaps by means of autonomously maintainable histone modification^30^,^31^,^32^,^33^. Consistent with this idea, we have demonstrated that individual V segments are either ‘open' or ‘closed' as determined by their histone modification pattern and degree of accessibility (ATAC).

By examining pre-B cells from interspecific *B6/Cast* hybrid mice we have discovered a new level of regulation within the κ light chain locus that serves to set up this region in a manner that directs the subsequent pattern of recombination. This mechanism may actually play a role in ensuring that B cells maximize their ability to produce useful antibodies. Prior to rearrangement, a subset of V segments are opened on both alleles. Initially, only the early replicating allele activates the process of recombination, which can then be carried out with any of the Vs that have already been opened. If this results in a productive antibody, the pre-B cell has completed its task and no longer attempts further recombination. In the event that no productive antibody is generated, this same allele may undergo editing by switching to a more distal available Vκ and to a different J segment. If this also fails, the same B cell attempts to carry out recombination on the second late-replicating allele (Supplementary Fig. 7)^34^. Because of the stochastic nature built into the mechanism for opening V segments, this second allele only has a limited choice of V segment partners and most of these are different than those that were activated on the first-chosen early allele. For this reason, the second allele only has a small probability of recombining with the same Vs that have already proven to be incompatible, and will mostly partner with a different set of Vs, thereby increasing its chances of generating a productive antibody. Thus, the way in which V segments are initially opened contributes to the robustness of the B cell's immune potential.

A number of different studies have documented the existence of many genes that are expressed monoallelically in a variety of different cell types, with a pattern consistent with the idea that they are activated in a stochastic manner by suboptimal concentrations of key factors^22^,^23^,^24^,^35^. We have added a new dimension to this picture by showing that these same genes have a differential chromatin structure, with one allele being more accessible than the other. It is likely that monoallelic expression represents a readout of this stable chromatin structure, perhaps explaining how these genes retain their monoallelic pattern in a clonal manner. As in the immune system, this mechanism appears to be geared at optimizing diversity to allow the expression of different alleles in each cell. The identity and functionality of the monoallelically-regulated genes vary greatly in different clones, and this probably contributes to the distinct cellular responsiveness of each cell. This may allow the immune system to effectively and robustly contend with the myriad of challenges that the organism is bound to encounter over its lifespan.

## Methods

### Animals and cells

C57BL/6 (B6) mice (Harlan) were crossed with wild-type M. castaneous (Cast) mice (Jackson Laboratories) to generate *B6/Cast* hybrid mice. Mice were housed and cared for under specific pathogen-free conditions, and all animal procedures were approved by the Animal Care and Use Committee of the Hebrew University of Jerusalem.

Cells isolated from the bone marrow of F1 female *B6/Cast* mice (8–12 weeks) were grown in RPMI 1640 media (Gibco) supplemented with 10% fetal bovine serum (Hyclone), penicillin–streptomycin (Gibco), L-glutamine (Gibco) and 50 μM of β-Mercaptoethanol (Gibco) on irradiated ST2 feeder cells. IL-7 was added to conditioned medium collected from J558L-IL7 secreting cells (as provided by A. Rolink) to select for pre-B cell populations. After 10–14 days of IL-7-mediated positive selection, cells were plated on 96-well plates in limiting dilutions to generate single-cell-derived pre-B-cell clones. Igκ locus rearrangement was induced by removal of IL-7 from the culture media for 48 h.

### Chromatin immunoprecipitation

Chromatin immunoprecipitation was performed as described previously^36^. Briefly, cells were fixated in formaldehyde and resuspended in RIPA buffer and the resulting chromatin was sonicated with a water bath sonicator to sizes ranging from 300 to 800 bp, incubated overnight with the specified antibody at 4 °C (H3Ac Millipore 06-599, H3K27me3 Millipore 07-449, H3K4me1abcam ab8895, H3K4me2 abcam ab3254) and then incubated for 3 h with protein A agarose beads (Millipore). The beads were then washed repeatedly with RIPA buffer supplemented with increasing levels of NaCl and bound DNA then released and de-crosslinked by proteinase K digestion at 65 °C for 4-15 h. DNA was purified by phenol–chloroform extraction and the quality of ChIP enrichment quantified by real-time PCR on selected V segments, relative to the input fraction. V segments were analysed for allelic bias by PCR amplification followed by allele-specific restriction enzymes (Supplementary Table 1) or Sanger sequencing after TA cloning, with the ratio of the input being used as a control.

### Allelic non-coding RNA analysis

RNA was extracted from IL-7 dependent pre-B cells, treated with DNase (Ambion) for 1 h to remove traces of genomic DNA and cDNA then prepared with the qScript RT kit (Quanta), with Vκ segments being amplified using specific primers spanning the RSS sequence to ensure it had not undergone rearrangement. PCR products were cut with allele-specific restriction enzymes, and visualized on 8% polyacrylamide TBE gels. Allelic ratios were computed based on band strength, with genomic DNA being used as a biallelic control.

For amplicon sequencing, 10 semi-degenerate primer pairs specific for a number of Vκ segment families were used to amplify 20 different Vκ segments (Supplementary Table 2). The forward primer was located within the first exon of the Vκ segment (leader sequence), while the reverse primer targeted the area immediately downstream of the second exon (RSS sequence), giving rise to an expected PCR product ∼400 bp long. The primers had the following sequences added to the beginning of the oligo: F 5′-GAGTTCTACAGTCCGACGATC-3′, R 5′-CCTTGGCACCCGAGAATTCCA-3′, corresponding to the Illumina small-RNA adapters. Following PCR amplification, excess primer was removed using Ampure XT bead size selection (Beckman-Coulter). The resulting fragments were subject to a second round of PCR, adding full length Illumina small RNA adapters. (F 5′-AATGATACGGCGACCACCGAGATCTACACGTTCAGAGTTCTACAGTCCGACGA-3′, R 5′-CAAGCAGAAGACGGCATACGAGAT-[NNNNNN]-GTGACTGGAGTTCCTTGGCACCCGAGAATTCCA-3′) with the N nucleotides signifying a six base index sequence used to differentially mark samples for demultiplexing. After the addition of the adapters, PCR fragments of the correct size (∼500 bp) that do not contain the Vκ intron were purified from a 1.5% agarose gel. Amplicon libraries were analysed by 250 bp paired-end sequencing on a Miseq instrument (Illumina). Resulting sequences were quality trimmed and aligned to a hybrid B6/Cast genome assembly using bowtie2 (ref. 37), with Cast polymorphic site substitutions based on the Sanger Mouse Genome Project database. Reads aligning to Vκ segments were then counted with HTseq-count^38^ and allelic ratios were calculated for Vκ fragments with minimum depth of 20 reads. Read depth varied from 0 to 45,000 reads for any given Vκ segment.

Stranded nuclear RNA-seq was carried out as follows. Sixteen million cells (cultured pre-B-cell clones: clones 4 and 8 in biological replicates from different cells in the same passage; Clones B52 and 3 in biological replicates from different passages) or 6 million cells (freshly sorted bone marrow B220^+^IgM^−^Cd43^−^Cd25^+^ pre-B cells pooled from five to six female 8–12-week-old B6/Cast mice, in biological duplicate) were washed with PBS, resuspended in cold RLN-Igepal (50 mM Tris pH7.5, 140 mM NaCl, 1.5 mM MgCl_2_, 1 mM DTT, 0.4% v/v Igepal CA-630) for 5 min at a ratio of 4 million cells per ml and washed with cold RLN (50 mM Tris pH 7.5, 140 mM NaCl, 1.5 mM MgCl_2_, 1 mM DTT) to obtain purified nuclei. RNA was then extracted (4 million nuclei per column) using the RNeasy mini kit (Qiagen), treated with DNase for 1 h (Ambion), assessed for nuclear enrichment of intronic sequences by qRT–PCR (Supplementary Table 3) and then subjected to ribosomal RNA depletion using the RiboZero-gold kit (Illumina). First strand cDNA was prepared using Superscript III with random hexamer primers (Life Technologies) plus 240 ng Actinomycin C (Sigma-Aldrich) and purified from excess nucleotides using 1.8 × Ampure XT bead purification (Beckman-Coulter). The second cDNA strand was differentially marked by the incorporation of dUTP. Double-stranded cDNA was purified using QIAquick columns (QIAgen) and sheared to an average size of 300 bp (Covaris M220 sonicator, peak incidence power—50, Duty factor 10%, cycles per burst—200, treatment time—65 s). DNA ends were repaired using the NEBnext end repair module (NEB) and an adenine nucleotide overhang was introduced using Klenow exo- (NEB) in the presence of dATP, allowing ligation of Illumina Truseq adapters (NEB quick ligation kit). DNA was double-side size selected with 0.35 × –1 × Ampure XT bead selection to retain 250–700 bp fragments and the second strand of the cDNA was then degraded by incubation with UDG (NEB). This DNA was amplified with Illumina primers for 11 cycles and libraries sequenced either on a Hiseq 2000 (Illumina) using 100 × 2 bp paired-end reads or on a Nextseq 500 (Illumina) using 75 × 2 bp paired-end or 150 single-end reads.

Reads were mapped to the mm10 mouse genome using bowtie2 (ref. 37), after masking nucleotides located on SNPs from the Cast genome (Sanger mouse genome project—release 1505). Reads falling on SNPs were then sorted to genome of origin using SNPsplit^39^ (Babraham Institute) and PCR duplicates removed using picard (Broad Institute). Read coverage tracks were made using bedtools. Read pairs were assigned to a specific Vκ segment if they were transcribed in the same direction and resided within a region of 500 bp upstream to 10,000 bp downstream of the annotated Vκ segment. Statistical analyses were performed using the R statistical software package. Statistically significant monoallelic expression in the Vκ region was calculated as having an FDR corrected binomial *P*<0.05 and at least twice as high expression on one allele as compared to the other.

Genome-wide monoallelic transcripts were analysed as previously described^23^. Briefly, biological replicates of pre-B-cell libraries were analysed with the edgeR statistical package, utilizing a negative binomial model. Transcripts from the B6 allele from each replicate were assigned to one group, while transcripts from the Cast allele were assigned to the second group. Genes were assigned as monoallelic when they had an FDR-corrected *P*<0.05 and at least twice as high expression on one allele as compared to the opposite allele.

### Kinetics of V segment activation

By tabulating the number of V segments in the Igκ locus that are activated in each pre-B-cell clone, it was possible to calculate the probability of V-segment activation for both the B6 and Cast alleles. In clones 4 and 8, the probability of a V segment getting activated was 0.25 on the Cast allele and 0.43 on the B6 allele, and these *P* values accurately predicted the distribution of monoallelic and biallelic activation using a simple stochastic model, assuming that only 60 out of a total of 96 functional V segments have the potential to get turned on in all pre-B-cell clones. In clones 3 and B52, these probabilities were higher, but the ratio of B6/Cast remained the same.

### ATAC-seq library preparation and analysis

ATAC-seq was performed as described^40^. Briefly, 50,000 cells were washed with PBS and nuclei extracted with lysis buffer (10 mM Tris–Cl pH 7.5, 10 mM NaCl, 3 mM MgCl, 0.1 (v/v) Igepal CA-630). Nuclei were pelleted and resuspended in Nextera TD 1 × buffer containing the Tn5 Nextera transposase (Illumina), incubated for 30 min at 37 °C with mild agitation and the DNA then purified using QIAquick minelute columns (Qiagen) and amplified by PCR using Nextera complimentary primers. Libraries were pair-end sequenced (Nextseq 500—Illumina) and mapped using bowtie2 (ref. 37) to the mm10 mouse genome, where nucleotides located on SNPs from the Cast genome were masked (Sanger mouse genome project—release 1505). Reads falling on SNPs were then sorted to genome of origin using SNPsplit^39^ (Babraham Institute) and PCR-duplicate reads were removed with Picard. Peaks of open chromatin were called from all of the mapped reads using Homer software^41^. Allelic reads within peaks were counted using HTseq-count^38^. Peaks were considered to be monoallelic when they had an FDR-corrected binomial *P* value <0.05 and at least twice as high read counts on one allele as compared to the other consistently on biological duplicate libraries. Statistical analyses were performed using the R statistical software package.

### Igκ rearrangement repertoire analysis

DNase-treated RNA was taken either from MACS-selected CD19+ bone marrow cells from a 12-week-old female *B6/Cast* mouse or from pre-B-cell clones after IL-7 was removed from the culture media for 48 h (for all clones) or for a time course of 12, 24, 36 and 48 h (clone 4). RNA was poly-A enriched using poly-dT beads (Life Technologies) in two selection cycles and RT then performed using AffinityScript QPCR cDNA Synthesis Kit (Agilent) with an RT primer specific for the Cκ region 5′-ATGCTGTAGGTGCTGTCTTT-3′. The residual RNA was degraded with 0.1 N NaOH, neutralized with 0.1 M acetic acid and the single strand cDNA then purified using Silane beads (Life Technologies). A 3TR3 adapter (5′-/Phos/ AGATCGGAAGAGCACACGTCTG/3SpC3/-3′) was ligated to the 3′ end by overnight incubation with T4 RNA ligase (NEB) at 22 °C, and the cDNA then purified from excess adapter with Silane beads and PCR amplified for 12 cycles using the reverse complement of the 3RT3 adapter as the forward primer and the upstream Cκ region as the reverse primer with the partial Truseq Illumina adapter added to the beginning (5′-TACACGACGCTCTTCCGATCT-ACTGGATGGTGGGAAGATGGAT-3′). The PCR product was cleaned with 0.7 × ampure XT beads, amplified with indexed universal Illumina adapter primers for an additional seven cycles to obtain ∼550 bp libraries, which were sequenced (Miseq, 250 × 2 or 150 × 2 bp paired end). The resulting sequences were quality trimmed and aligned to a hybrid B6/Cast genome assembly using bowtie2 (ref. 37), with Cast polymorphic sites substituted based on the Sanger Mouse Genome Project database (release 1505). Reads over each Vκ segment were counted (HTseq-count) and normalized to the total mapped rearranged fragment number to allow comparison of the Vκ repertoire contribution between different libraries.

### Data availability

Sequence data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) with the primary accession code GSE97148. Other data that support the findings of this study are available from the corresponding author upon request.

## Additional information

**How to cite this article:** Levin-Klein, R. *et al*. Clonally stable Vκ allelic choice instructs Igκ repertoire. *Nat. Commun.* **8,** 15575 doi: 10.1038/ncomms15575 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures and Supplementary Tables

## Figures and Tables

**Figure 1:**
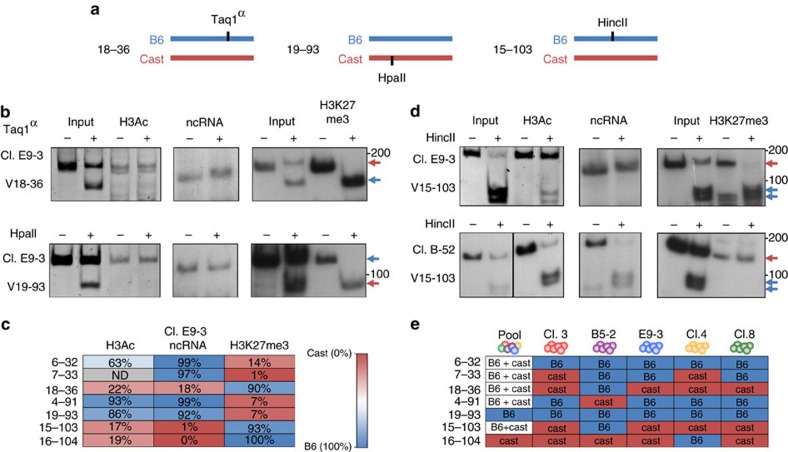
Vκ segments are monoallelically marked in pre-B cells. (**a**) Schematic view of Vκ segments from *B6/Cast* mice. Allele-specific restriction sites generated by single-nucleotide polymorphisms (SNPs) between the two alleles are marked in black. (**b**) Sample restriction analysis gels from 2 different Vκ segments performed on ChIP-enriched DNA and RNA from clone E9-3. Expected positions of Cast and B6 alleles following restriction is marked with red and blue arrows, respectively. (**c**) Percent of the B6 allele within the ChIP bound fraction/cDNA in clone E9-3, as quantified from the fraction of the PCR product cut in comparison to input, where the two alleles are present in equal proportions. Red to blue heatmap indicates Cast to B6 levels. Quantifications were done using EZquant software. (**d**) Sample restriction analysis gels from the same Vκ segment (15-103) performed on ChIP-enriched DNA and RNA from clones E9-3 and B-52. Expected positions of Cast and B6 alleles following restriction is marked with red and blue arrows, respectively. (**e**) Summary of active alleles across 5 different pre-B cell clones and pools of bone-marrow-derived pre-B cells as determined by H3ac enrichment, ncRNA transcription and lack of H3K27me3 enrichment.

**Figure 2:**
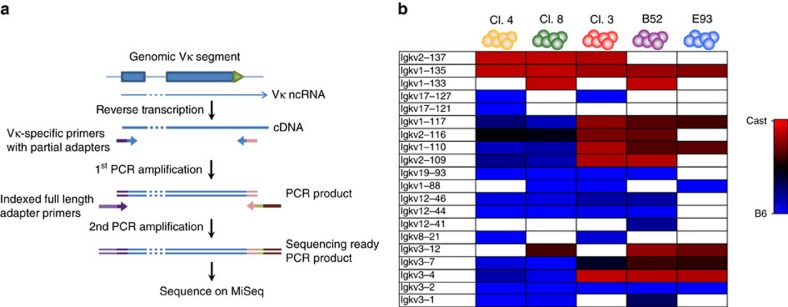
Amplicon sequencing of Vκ ncRNA. (**a**) Overview of Vκ amplicon sequencing workflow on a generic Vκ segment. (**b**) Heatmap of B6/Cast ratios of RNA expression for 20 different Vκ segments in pre-B-cell clones, as assayed by amplicon sequencing. Red to blue heatmap indicates linear Cast to B6 levels on a scale from 0 (100% Cast) to 1 (100% B6). White indicates that the Vκ segment was not amplified.

**Figure 3:**
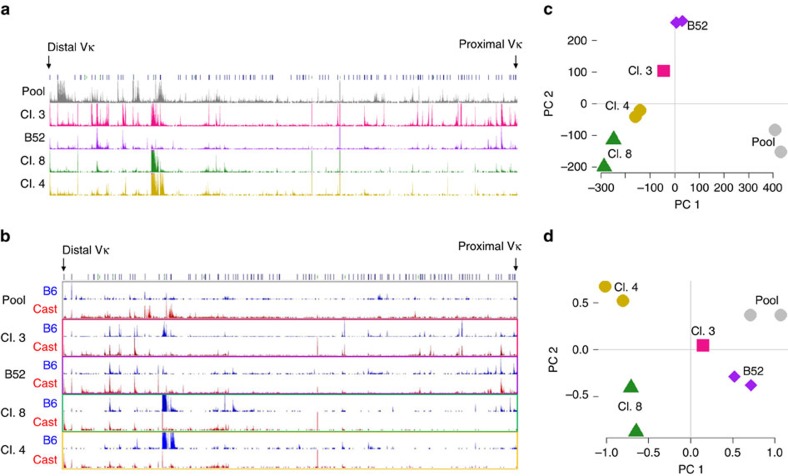
Clonally stable pre-B cell Vκ region transcription profiles. (**a**) Nuclear RNA profile over the entire Vκ region. Genomic interval and tracks displayed on UCSC genome browser, mouse build mm10. (**b**) Allele-specific nuclear RNA profile over the entire Vκ region. (**c**) Principal component analysis of normalized total ncRNA transcript profiles across all Vκ segments in biological duplicates of different pre-B-cell clones and *ex-vivo B6/Cast* bone marrow pre-B cells (pool). (**d**) Principal component analysis of allelic ratio of ncRNA transcription across all Vκ segments in biological duplicates of different pre-B-cell clones and *ex-vivo B6/Cast* bone marrow pre-B cells (pool).

**Figure 4:**
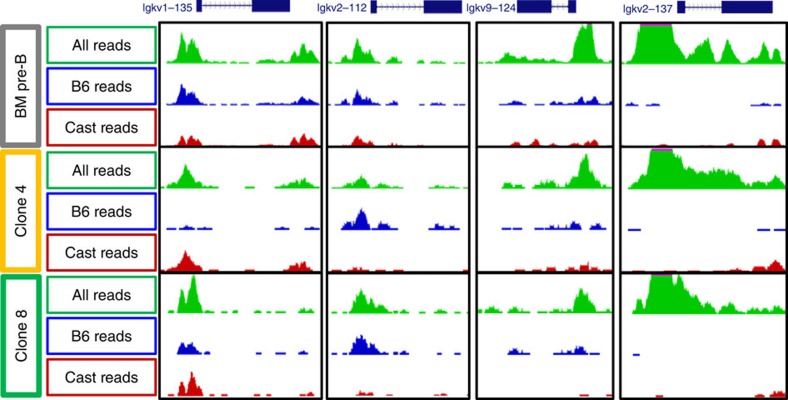
Allelic regions of Vκ promotor chromatin accessibility. ATAC-seq profiles of chromatin accessibility in pre-B-cell clones and *ex-vivo* sorted BM pre-B cells at representative Vκ segments *V*_1–135_, *V*_9–134_, *V*_2–112_ and *V*_2–137_. Total reads, regardless of allelic origin are marked in green, reads identified as originating from the B6 allele based on SNPs are marked in blue, reads identified as originating from the Cast allele based on SNPs are marked in red. It is not possible to identify the allelic source of all mapped reads, as exemplified by *V*_2–137_. Genomic intervals and tracks displayed on UCSC genome browser, mouse build mm10.

**Figure 5:**
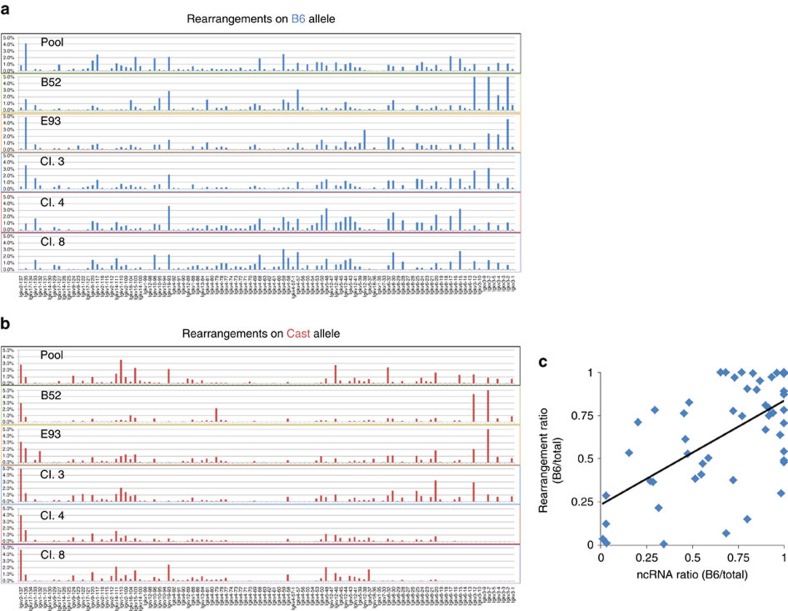
Allelic Igκ rearrangement repertoire in pre-B cells. Rearrangement repertoires of differentiated pre-B-cell clones and a pre-B-cell pool from *B6/Cast* mice were generated. Normalized percent contribution of each Vκ segment to the repertoire is presented for the (**a**) B6 and (**b**) Cast allele separately. It should be noted that in both clone 3 and clone 4 it is the B6 allele that replicates early, consistent with the observation that there are more observed recombination events on this allele. (**c**) Correlation between the allelic ratio of Vκ-segment ncRNA in pre-B cells prior to rearrangement and allelic ratio of rearranged Vκ segments following differentiation. Pearson correlation coefficient 0.62. *P*<10^−5^.

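Igkv2-137, the most distal segment (chromosome 6, 67555497 to 67556216, mm10, plus strand), gave the most Cast reads in clones 3, 4 and 8, with 6.86% of the library (interval 6.74 to 6.98) in clone 3, 4.06% (3.91 to 4.21) in clone 4 and 4.74% (4.62 to 4.86) in clone 8. In clones B52 and E9-3 the most abundant Cast segment was Igkv3-7 (70607437 to 70608036, plus strand), with 9.46% (9.24 to 9.68) and 10.1% (9.82 to 10.5) of the library. On the B6 allele, the highest contribution was that of Igkv19-93 in clone 4, with 3.69% (3.54 to 3.83), of Igkv4-59 in clone 8, with 3.11% (3.01 to 3.21), of Igkv1-135 in clones 3 and E9-3, with 3.59% (3.50 to 3.68) and 4.88% (4.66 to 5.11), and of Igkv3-7 in clone B52, with 10.7% (10.4 to 10.9). In the pool it was Igkv1-135 on B6, with 3.97% (3.90 to 4.04), and Igkv1-110 on Cast, with 3.40% (3.34 to 3.47).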

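In clone 4, 71.8% of the rearranged reads at 48 h were on the B6 allele (interval 71.4 to 72.1), and in clone 3 51.2% were (51.0 to 51.4). Clone 3 had the lowest B6 share of the 5 clones. Without Igkv2-137, its most abundant segment, the B6 share of clone 3 was 54.8%, and over segments read on both alleles it was 50.6%. The paper reports that late passages of clone 3 lost almost all of the Cast Vκ region through a rearrangement to the most distal segment. The methods do not give the passage of the cells sequenced for rearrangement. It is therefore not excluded that some Cast reads of Igkv2-137 in clone 3 come from a rearrangement made before induction.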

**Figure 6:**
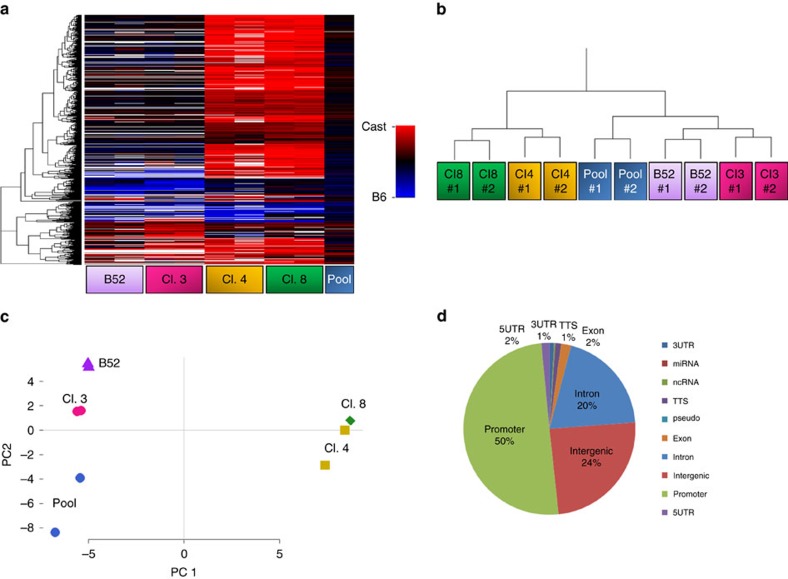
Monoallelic accessible chromatin is clonally stable. (**a**) Heatmap of allelic ratio for ATAC-seq peaks genome wide that were biallelic in pool of cells and monoallelic in at least one pre-B-cell clone. Red to blue heatmap indicates linear Cast to B6 levels on a scale from 0 (100% Cast) to 1 (100% B6). White indicates that the peak had <10 reads with allelic resolution. Hierarchical clustering (**b**) and principal component analysis (**c**) of B6/Cast ratios over ATAC-seq peaks in biological duplicates of four different pre-B-cell clones and a pool of pre-B cells derived from the bone marrow. (**d**) Genomic annotation of the relative location of accessible chromatin peaks identified in **a**.

**Figure 7:**
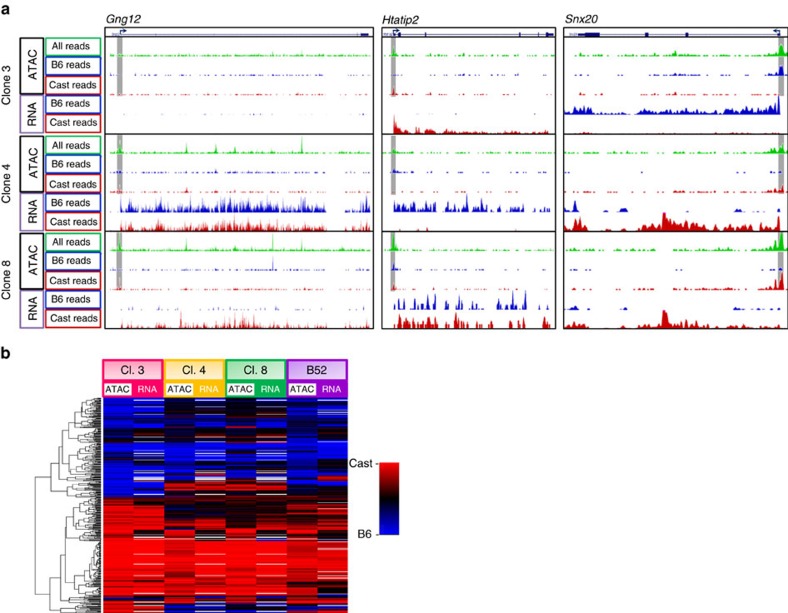
Promoter accessibility instructs allelic transcription. (**a**) ATAC-seq profiles of chromatin accessibility and allelic RNA transcription of representative genes *Gng12* (a pro-inflammatory G protein γ subunit), *Htatip2* (a pro-apoptotic protein) and *Snx20* (an endosome membrane trafficking protein) in pre-B-cell clones. Location of the gene promoter is marked in grey. Total reads, regardless of allelic origin are marked in green, reads identified as originating from the B6 allele based on SNPs are marked in blue, reads identified as originating from the Cast allele based on SNPs are marked in red. (**b**) Heatmap for allelic ratio of ATAC-seq peaks at promoters and the allelic ratio of transcription in four different pre-B-cell clones. The values are the averages of biological duplicates. Red to blue heatmap indicates linear Cast to B6 levels. Red to blue heatmap indicates linear Cast to B6 levels on a scale from 0 (100% Cast) to 1 (100% B6).

# Supplementary material for: Clonally stable Vκ allelic choice instructs Igκ repertoire
**Source:** Nat Commun. 2017 May 30;8:15575. doi: 10.1038/ncomms15575
**Supplement:** Supplementary Information — Supplementary Figures and Supplementary Tables

**a**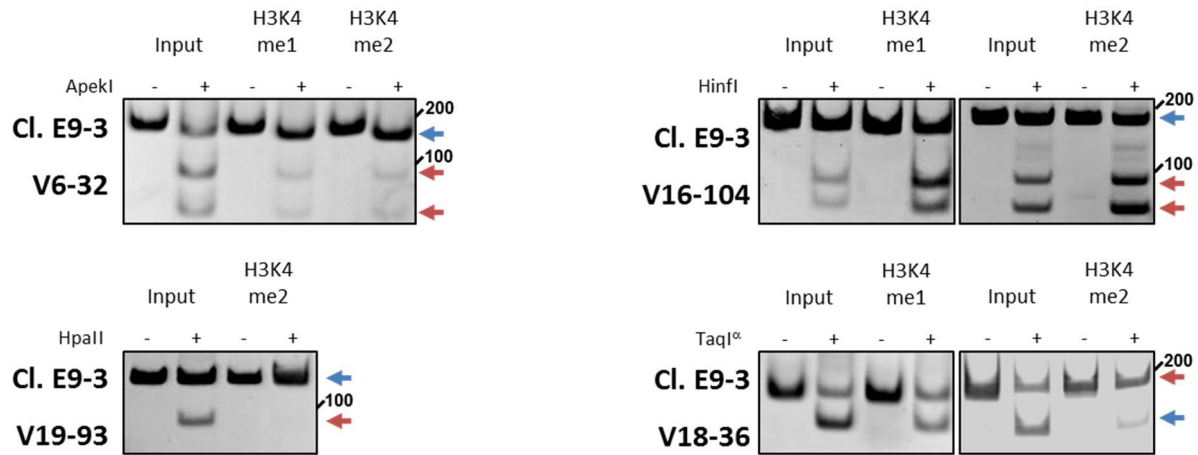**b**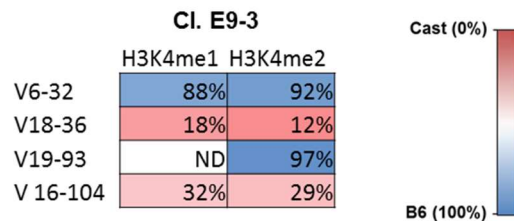**Supplementary Figure 1**

**(a)** Restriction analysis gels from 4 different V $\kappa$  segments performed on H3K4me1 and H3K4me2 ChIP-enriched DNA from clone E9-3. Expected positions of Cast and B6 alleles following restriction is marked with red and blue arrows, respectively.

**(b)** Percent of the B6 allele within the ChIP bound fraction in clone E9-3, as quantified from the fraction of the PCR product cut in comparison to input, where the two alleles are present in equal proportions. Red to blue heatmap indicates Cast to B6 levels. Quantifications were done using EZquant software. ND – not determined.

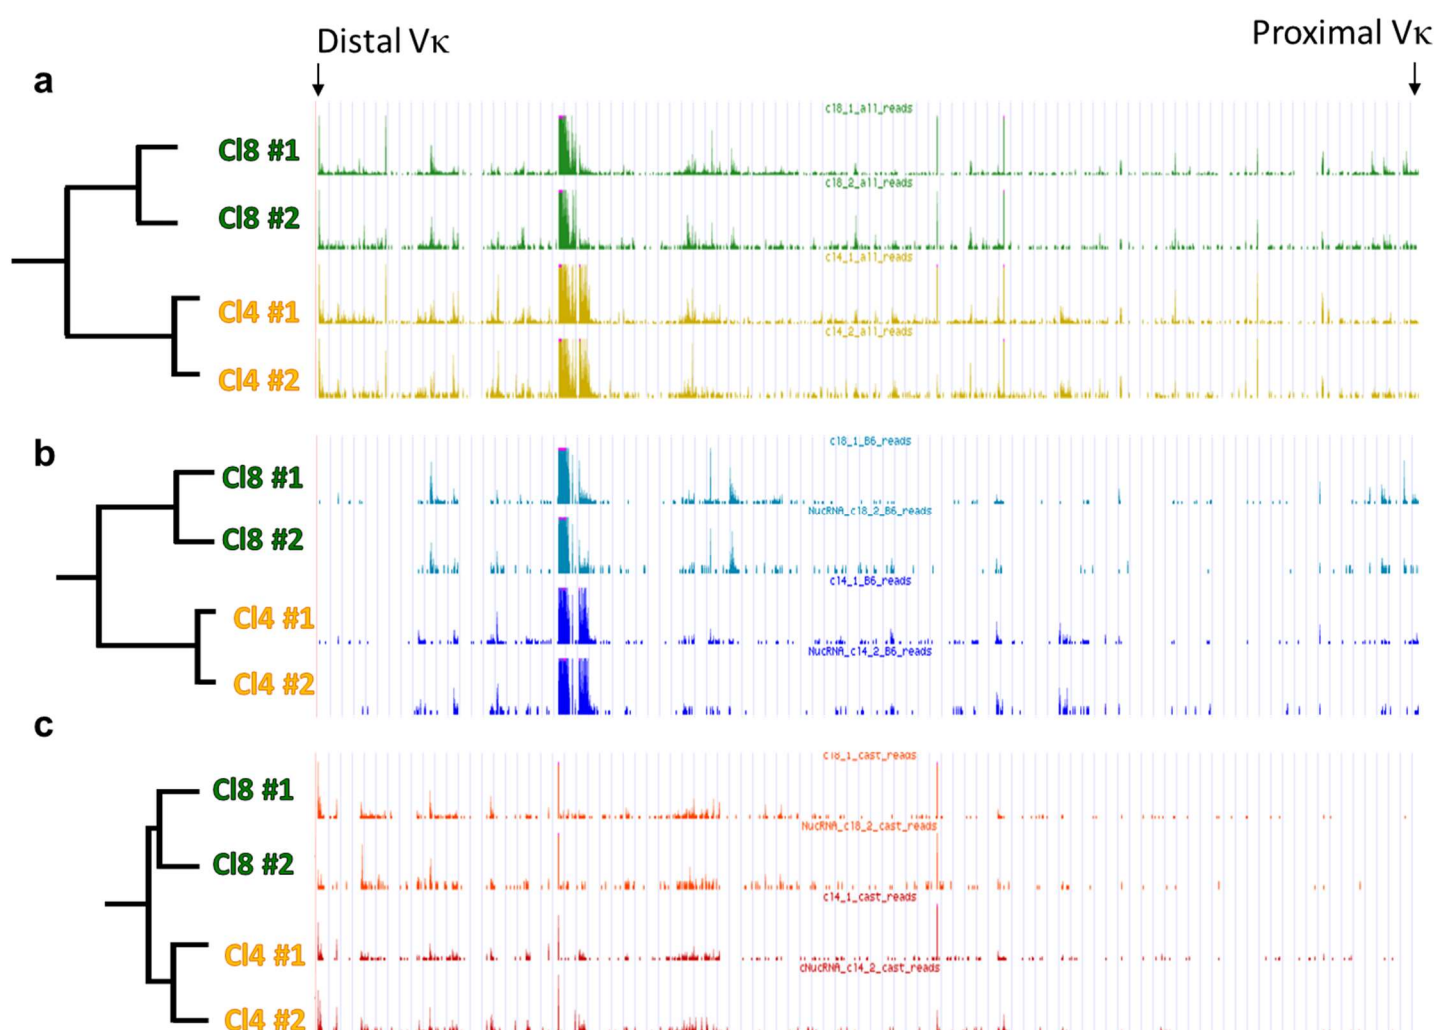

### Supplementary Figure 2

Hierarchical clustering and Nuclear RNA profiles over the entire V $\kappa$  region of biological duplicates of clone 4 and clone 8.

**(a)** Total transcripts, **(b)** B6 transcripts, **(c)** Cast transcripts.

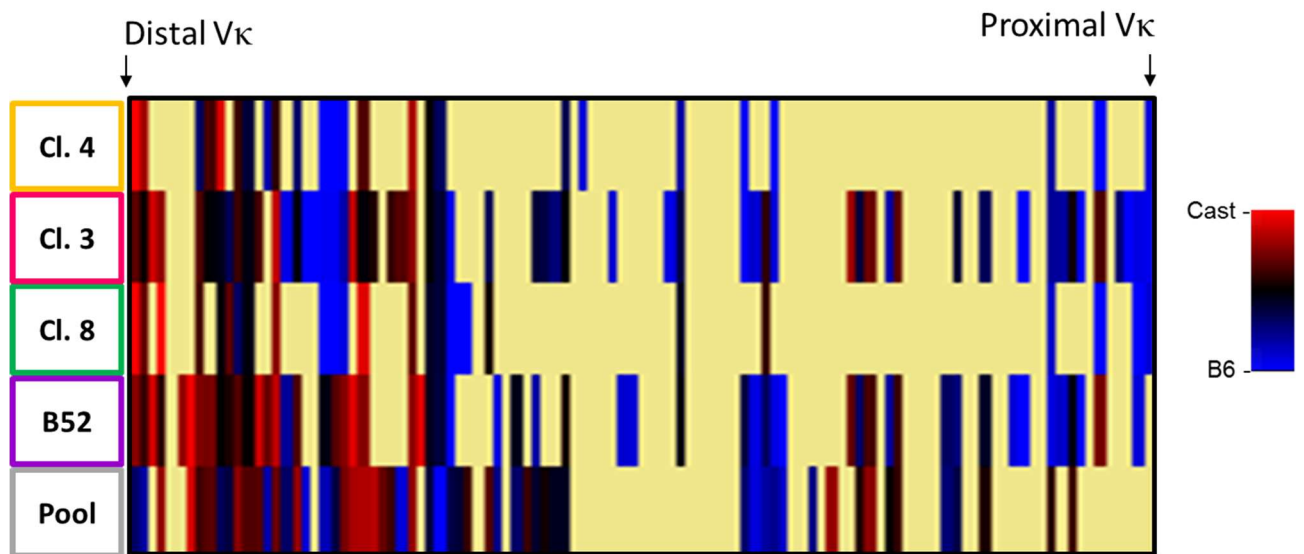

### Supplementary Figure 3

Heatmap representing allelic expression of Vκ segments in 4 different pre-B cell clones and ex-vivo B6/Cast bone marrow pre-B cells (pool) as seen from nuclear RNA sequencing. Biological replicates were combined. Red to blue heatmap indicates linear Cast to B6 levels on a scale from 0 (100% Cast) to 1 (100% B6). Yellow indicates that the Vκ segment was expressed at low levels (<10 reads).

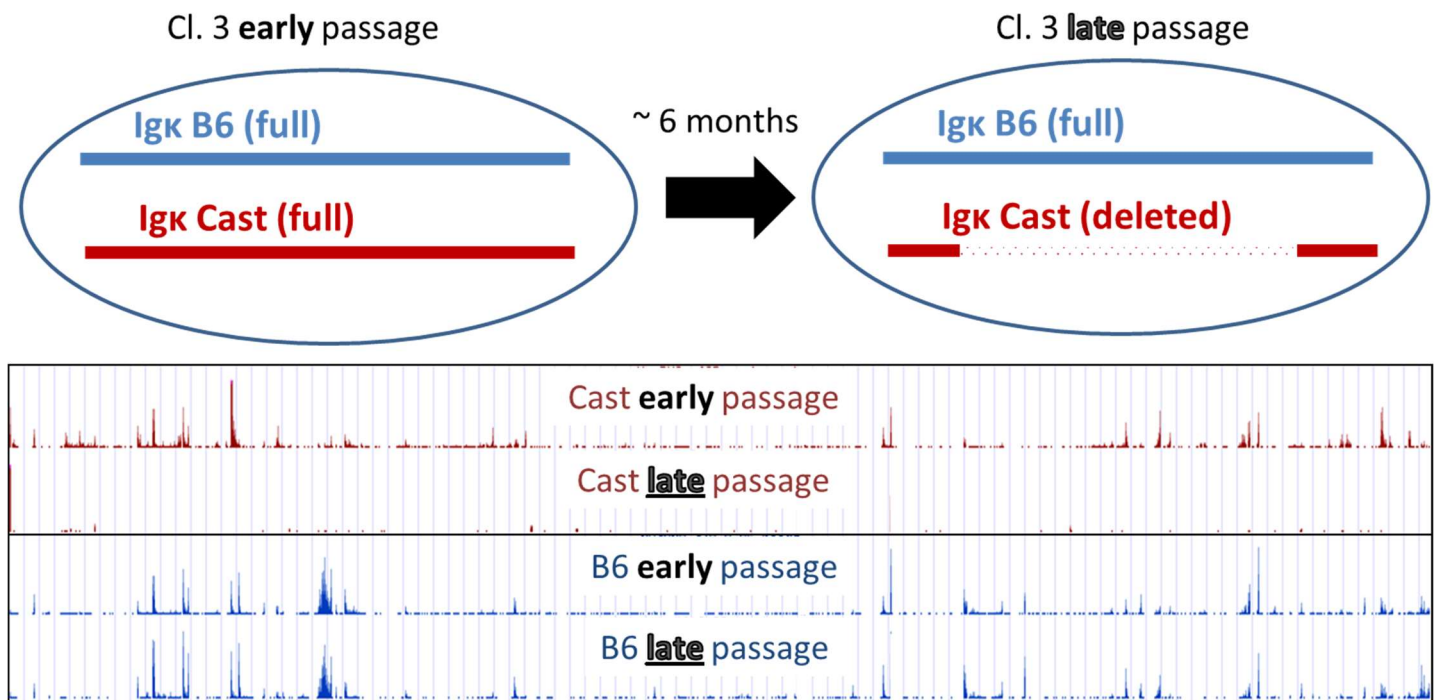

#### Supplementary Figure 4

Allelic nuclear RNA profile over  $V_{\kappa}$  region of early and late passage cells from clone 3. In the late passage, almost the entire  $V_{\kappa}$  region is deleted from the Cast allele due to a nonproductive rearrangement with the most distal  $V_{\kappa}$  segment.

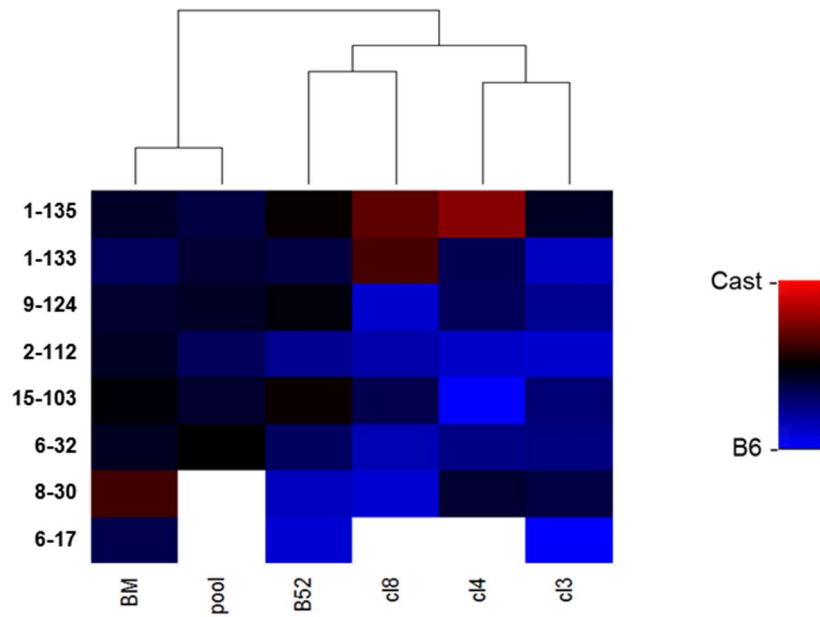

### Supplementary Figure 5

Heatmap of allelic ratio of ATAC-seq peaks within  $V_{\kappa}$  promoters. Profiles derived from pre-B cell clones (B52, cl8, cl4, cl3), cultured bone marrow-derived pre-B cell pools (pool) and ex-vivo sorted pre-B cells (BM). Replicates were combined. Red to blue heatmap indicates linear Cast to B6 levels on a scale from 0 (100% Cast) to 1 (100% B6). White indicates that the peak had less than 10 reads. Peaks in intergenic regions of the  $V_{\kappa}$  locus were not included in this analysis.

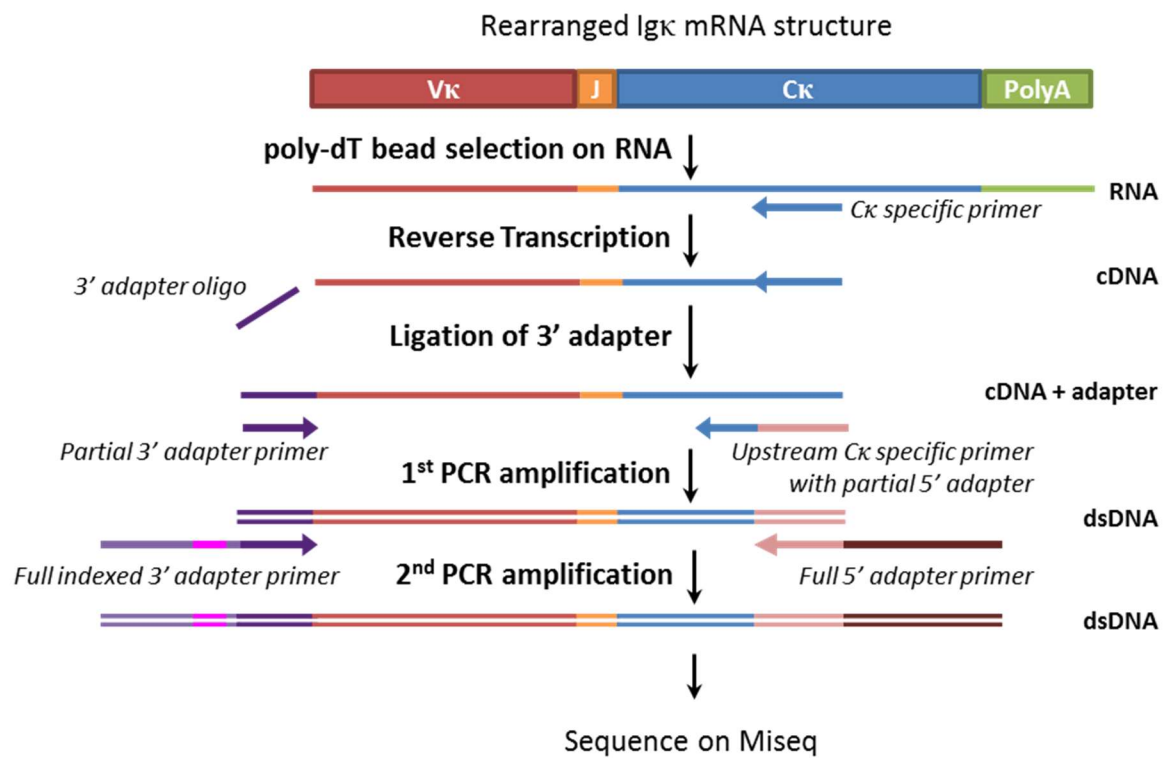

### Supplementary Figure 6

Schematic overview of rearranged Igκ sequencing library preparation method.

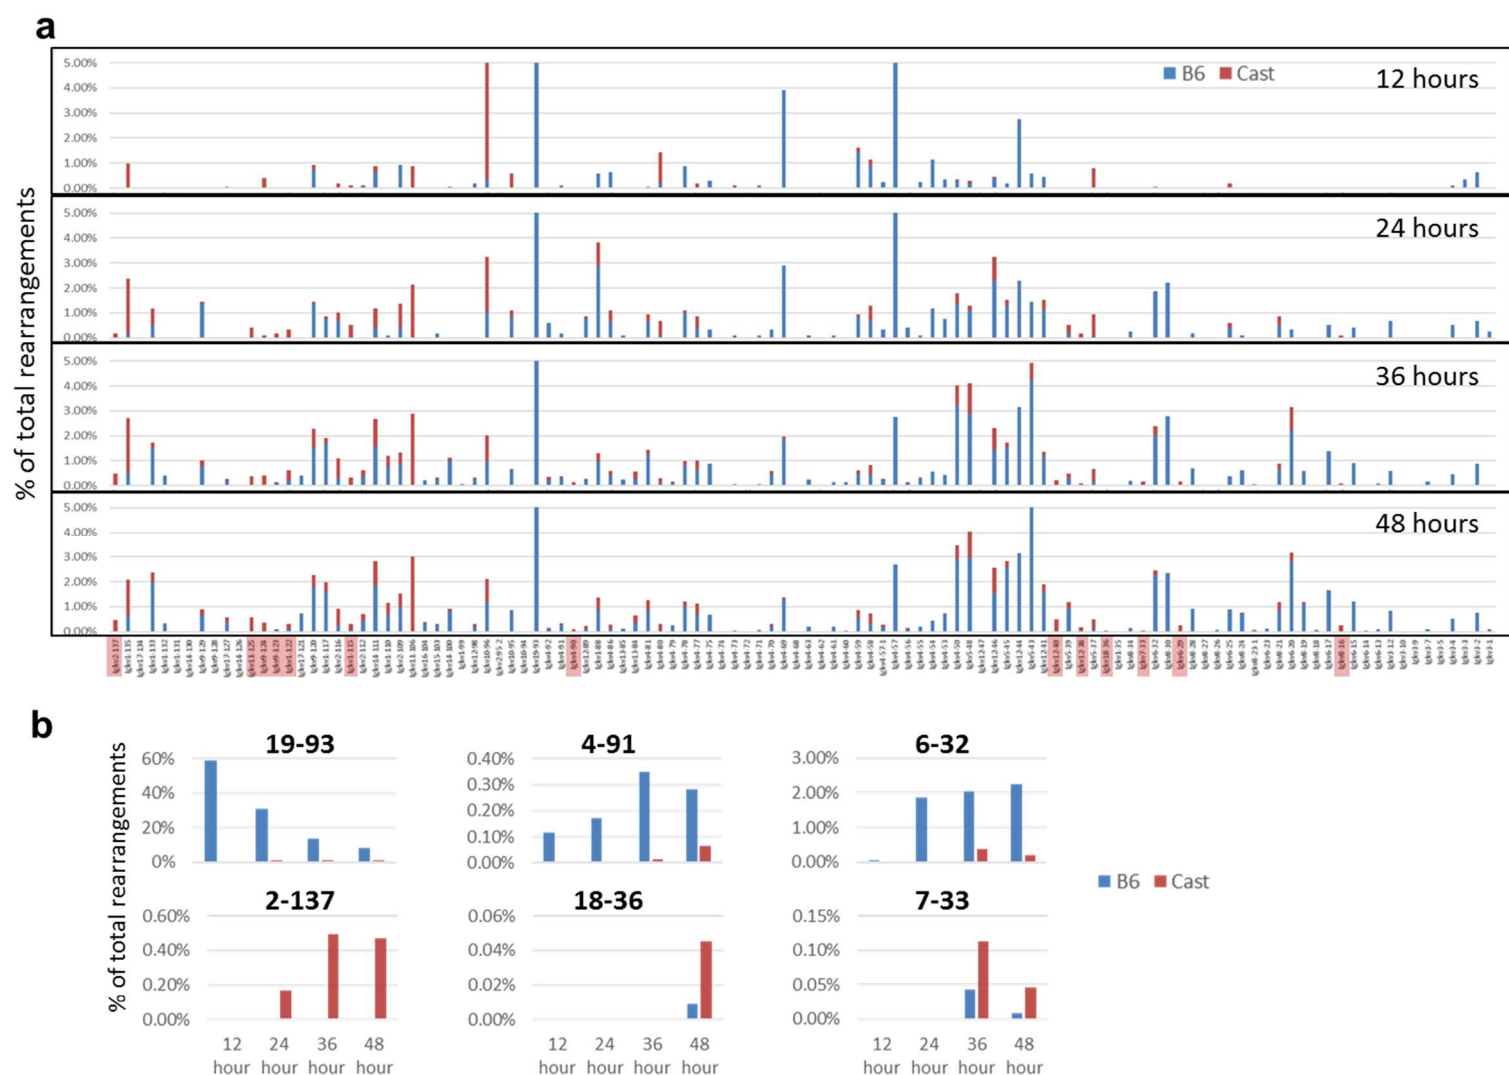

### Supplementary Figure 3

**(a)** Allelic rearrangement repertoire of pre-B cell clone 4 following 12-48 hours of IL-7 withdrawal. 

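Rarefied to 1174 reads, the libraries of clone 4 held 43.9 V segments at 12 h, 70 at 24 h, 84.9 at 36 h and 86.0 at 48 h over both alleles. The B6 allele alone, rarefied to 933 reads, held 33.6, 59, 74.9 and 75.3 V segments at these times. Without Igkv19-93, with rarefaction to 713 reads, the numbers over both alleles were 45, 67.9, 80.4 and 80.5. The effective number of segments, which weights them by abundance, rose from 6.71 at 12 h to 52.2 at 48 h.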

As the cells remain without IL-7 signaling for more extended periods of time, the rearrangement repertoire becomes more varied, including a larger number of V segments. Additionally, more rearrangements are seen on the secondary allele (Cast in this case) at later time points. 

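Without Igkv19-93, the most abundant segment at each time, the Cast share of clone 4 was 28.4% at 24 h and 26.7% at 36 h. Without Igkv19-93 and Igkv10-96 it was 26.4% at 24 h and 26.1% at 36 h, and differed between 12 and 24 h, where it rose (Fisher's exact test between the libraries, two-sided, p = 0.0266), and between 36 and 48 h, where it fell (Fisher's exact test, p = 0.00637). Both tests cover read sampling and not the spread between libraries of the same time point. From the rearrangement of the second allele as induction proceeds, the paper states that new and different V segments are recombined.

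**Figure D4:**
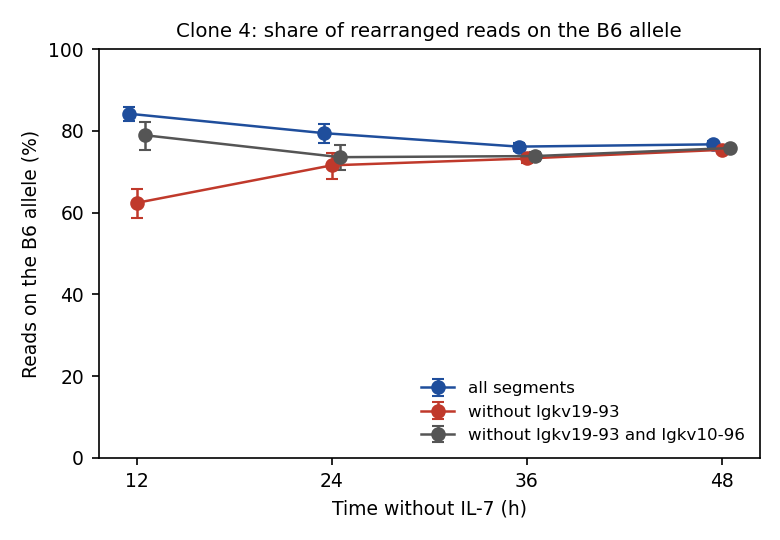
Percent of rearranged reads of clone 4 on the B6 allele (vertical axis) by time without IL-7 (horizontal axis, h), over all V segments (blue), without Igkv19-93 (red) and without Igkv19-93 and Igkv10-96 (grey), with 95% Wilson intervals as error bars and 1 library per point; the points of the series are offset sideways for legibility. Over all segments the share fell from 84.2% at 12 h to 76.7% at 48 h, and without Igkv19-93 it rose from 62.4% to 75.4%.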

Many of the rearrangements on the secondary allele are unique (V segments name marked in red on X axis label). **(b)** Allelic rearrangement of selected number of V segments in clone 4, whose allelic accessibility pattern is known (see figures 1e and 2b). 

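With detection at 3 reads or more, 8 of the 15 V segments found on Cast at 12 h were not found on B6, 8 of 25 at 24 h, 11 of 56 at 36 h and 11 of 60 at 48 h. At 48 h the 11 segments carried 24.0% of the Cast reads. Igkv11-106 and Igkv12-40, which had no B6 read in any of the 10 libraries, carried 15.1% of the Cast reads, and the other 9 carried 8.98%. Detection at 1 read gave 8 of 72 segments at 48 h. In the deeper 48 h library of clone 4, 3 of 74 V segments found on Cast were not found on B6. The 13 V segments with red names had 9 Cast reads in all at 12 h and 344 at 48 h, and 12 of them had more Cast than B6 reads at 48 h. In 4 of the 13 no B6 read was found at any time. In that library, 12 of the 13 had at least 3 B6 reads and 10 had more Cast than B6 reads.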

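Igkv19-93 fell from 58.6% of the reads of clone 4 on B6 at 12 h (interval 56.3 to 60.9) to 30.7% at 24 h (28.2 to 33.4), 13.8% at 36 h (13.1 to 14.7) and 8.09% at 48 h (7.59 to 8.61), and on Cast it stayed between 0.345% and 1.19%. Igkv4-91 had 2 B6 reads at each of 12 and 24 h, below the detection limit of 3 reads, and 25 and 31 at 36 and 48 h. Igkv6-32 had 1 B6 read at 12 h, again below the limit, then 1.87% (1.24 to 2.82), 2.03% (1.73 to 2.39) and 2.26% (2.00 to 2.56) of reads on B6 at 24, 36 and 48 h, and on Cast no read at 12 and 24 h, 0.367% (0.250 to 0.537) at 36 h and 0.192% (0.125 to 0.293) at 48 h. In the deeper 48 h library of clone 4, Igkv6-32 had 1114 B6 and 265 Cast reads, Igkv4-91 had 78 and 24, and Igkv19-93 had 2384 and 296.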

V segments accessible on the primary (B6) allele tend to rearrange on this allele already at early time points (top of panel). 

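Igkv2-137 had no B6 read in the time course, and on Cast it had 0, 2, 35 and 52 reads at 12, 24, 36 and 48 h, with 0.475% of the library (interval 0.362 to 0.622) at 48 h. Igkv18-36 (chromosome 6, 69992465 to 69992977, mm10, minus strand) was read only at 48 h, with 5 Cast reads and 1 B6 read. Igkv7-33 (70058632 to 70059199, minus strand) was read first at 36 h, with 8 Cast and 3 B6 reads, and had 5 and 1 at 48 h. In the deeper 48 h library of clone 4, Igkv18-36 had 82 Cast and 86 B6 reads and Igkv7-33 had 16 and 26, while Igkv2-137 had 2624 and 97.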

V segments, accessible on the secondary (Cast) allele, rearrange mostly on this secondary allele, and only at later time points (bottom of panel).

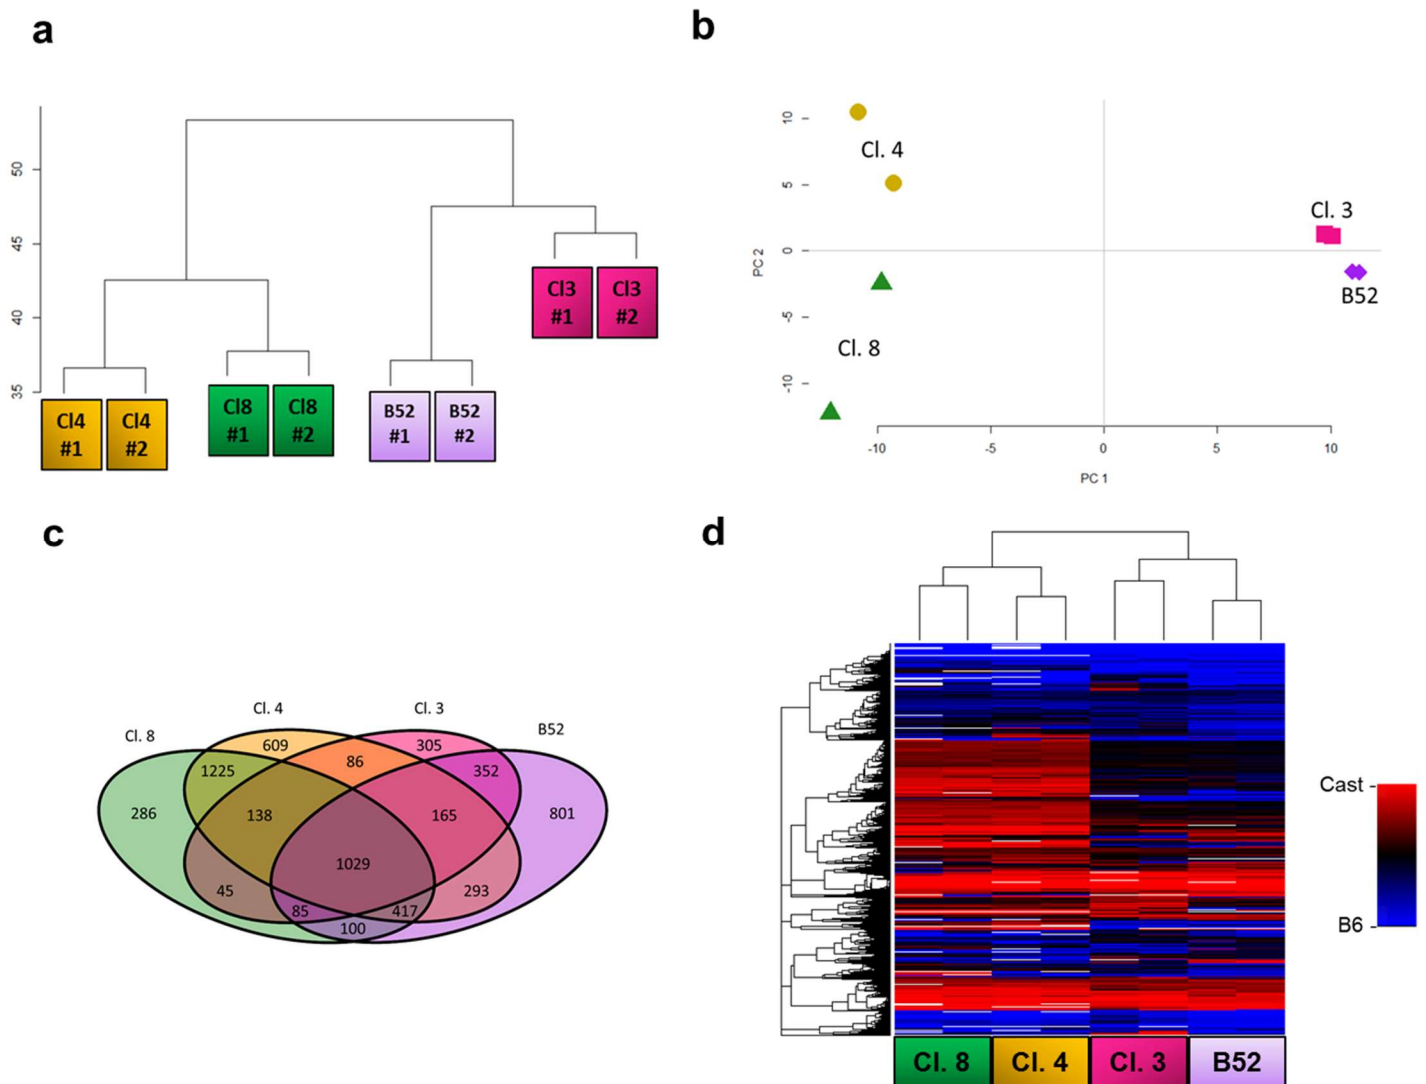

### Supplementary Figure 8

Hierarchical clustering **(a)** of B6/Cast nuclear RNA ratios and principal component analysis **(b)** for all genes in pre-B cell clones. **(c)** Venn diagram of the unique and commonly monoallelic genes in 4 different pre-B cell clones. **(d)** Heatmap of nuclear RNA allelic ratios for all genes that are monoallelic in at least one pre-B cell clone. Red to blue heatmap indicates linear Cast to B6 levels on a scale from 0 (100% Cast) to 1 (100% B6). White indicates low expression (< 10 reads).

**Supplementary Table 1. Primers used for Igκ V segment restriction analysis**

| Primer name       | Primer sequence       | Product size | Restriction Enzyme specificity (sizes of products) |
|-------------------|-----------------------|--------------|----------------------------------------------------|
| ChIP4-91B6_L      | AGCCAGGATTCTCCCCTAA   | 184bp        | ApeKI cuts Cast (132,52)                           |
| ChIP4-91B6_R      | TAGCACGGTGTGCGTGGTAT  |              |                                                    |
| ChIP4-91cast_L    | AGCCAGGATTCCCTCCTAAA  |              |                                                    |
| ChIP4-91cast_R    | TAGCACGGTGTGAGTGGTAA  |              |                                                    |
| ChIP6-32L         | AGTCCCTGATCGCTTCACTG  | 175bp        | Cast cut by ApeKI (96,79)                          |
| ChIP6-32R         | TAGGACAGGCAGCTGTGAGA  |              |                                                    |
| ChIP7-33_L        | GGCCAGTGAGAGCCTTTATTC | 157bp        | B6 cut by ApaLI (35,122)                           |
| ChIP7-33_R        | ATCTGTCCCAGATCCACTGC  |              | Cast cut by HinfI (108,49)                         |
| ChIP15-103L       | AGTGGCAGTGGATCTGGAAC  | 169bp        | B6 cut by HincII(79,90)                            |
| ChIP15-103_cast_R | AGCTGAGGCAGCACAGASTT  |              |                                                    |
| ChIP15-103_B6_R   | AGCTGAGGCAGCACAGACTT  |              |                                                    |
| ChIP19-93L        | CCTGGAGCCTGAAGATATTGC | 128bp        | Cast cut by HpaII(87,41)                           |
| ChIP19-93_B6_R    | GAATTTGTGGGCAACCTAGC  |              |                                                    |
| ChIP19-93_cast_R  | GAATTTGGGGGCAACCTAGC  |              |                                                    |
| ChIP18-36_B6_L    | ACTGTGGACCACGGGTAAGA  | 192bp        | B6 cut by TaqI <sup>a</sup> (140,52)               |
| ChIP18-36R        | TGACAGCTGAGACTGAAAAGG |              |                                                    |
| ChIP18-36_cast_L  | ACTGTGGACGGGTAAGAGGA  |              |                                                    |
| ChIP16-104L       | GGTTCAGTGGCAGTGGATCT  | 173bp        | Cast cut by HinfI (96,77)                          |
| ChIP16-104R       | AATGGCTAGCCCAACATCTG  |              |                                                    |

**Supplementary Table 2. Primers used for Igκ V amplicon sequencing**

| Primer name     | Primer sequence                                      |
|-----------------|------------------------------------------------------|
| mi-V2-137F      | <b>GAGTTCTACAGTCCGACGATC</b> GAGGTGCCTAGCTGAGTTCC    |
| mi-V2-137R      | <b>CCTTGGCACCCGAGAATTCCA</b> GAGGTTTTTGTTCAGGGCTGT   |
| mi-v1-135F      | <b>GAGTTCTACAGTCCGACGATC</b> TGCCCAGTTCCTGTTTCTGT    |
| mi-v1-135R      | <b>CCTTGGCACCCGAGAATTCCA</b> CCAGGCAAGGAAGTTTTTGT    |
| mi-v17-121F     | <b>GAGTTCTACAGTCCGACGATC</b> CCTCAGTCTTCTTCTCCTCTGTG |
| mi-v17-121R     | <b>CCTTGGCACCCGAGAATTCCA</b> TGACAGCATCTGCAGGTTTC    |
| mi-v1-117F      | <b>GAGTTCTACAGTCCGACGATC</b> GTTGGTGCTGATGTTCTGGA    |
| mi-v1-117R B6   | <b>CCTTGGCACCCGAGAATTCCA</b> TTTAGCAGCTGTGATACCCAAA  |
| mi-v1-117R cast | <b>CCTTGGCACCCGAGAATTCCA</b> TTTAGCAGCTGGGATACCCAAA  |
| mi-V1-110F      | <b>GAGTTCTACAGTCCGACGATC</b> GTTGGTGCTGATGTTCTGGA    |
| mi-V1-110R      | <b>CCTTGGCACCCGAGAATTCCA</b> TAGCAGCTGGGATACCCAAA    |
| mi-v19-93F      | <b>GAGTTCTACAGTCCGACGATC</b> ATTCAGTTCCTGGGGCTCTT    |
| mi-v19-93R      | <b>CCTTGGCACCCGAGAATTCCA</b> GGGCAACCTAGCCTCTCACT    |
| mi-v1-88F       | <b>GAGTTCTACAGTCCGACGATC</b> TGGTGCTTCTGTTGTTCTGG    |
| mi-v1-88R       | <b>CCTTGGCACCCGAGAATTCCA</b> GGCCACTCTAAGCAAGGAAGT   |
| mi-v12-46F      | <b>GAGTTCTACAGTCCGACGATC</b> TGCTGCTGCTGTGGCTTA      |
| mi-v12-46R      | <b>CCTTGGCACCCGAGAATTCCA</b> TCCCTGCATGGTTTATGTCA    |
| mi-v8-21F       | <b>GAGTTCTACAGTCCGACGATC</b> TTGCTGCTGCTATGGGTATCT   |
| mi-v8-21R       | <b>CCTTGGCACCCGAGAATTCCA</b> CAGGCAGCTGGTGAAACTCT    |
| mi-v3-2F        | <b>GAGTTCTACAGTCCGACGATC</b> AGACACACTCCTGCTATGGG    |
| mi-v3-2R        | <b>CCTTGGCACCCGAGAATTCCA</b> CCAGGAGGTTTTTGTTCAGC    |

**Supplementary Table 3. Primers used to assess nuclear RNA enrichment by qPCR**

|             | Primer name        | Sequence                  |
|-------------|--------------------|---------------------------|
| Cytoplasmic | 28S rRNA F         | GCGACCTCAGATCAGACGTGG     |
|             | 28S rRNA R         | CTGTTCACTCGCCGTTACTGAG    |
|             | Gapdh exon3 a f    | GGCCAAAAGGGTCATCATCTC     |
|             | Gapdh exon3 a r    | CCTTCCACAATGCCAAAGTT      |
| Nuclear     | 45S rRNA F         | CTCTTGTTCTGTGTCTGCC       |
|             | 45S rRNA R         | GCCCGCTGGCAGAACGAGAAG     |
|             | Gapdh intron 2-3 F | GGAAAGAAACCTCCACTTTATAACC |
|             | Gapdh intron 2-3 R | ATAGACTGTTCCCACCCTAGAAAGT |
|             | Myc ex1            | GCTGTTTGAAGGCTGGATTCCT    |
|             | Myc int1           | CGCTACATTCAAGACGCAGAAAGA  |

How the deposited data were processed for this re-analysis (not part of the article)

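The files hold the Igκ rearrangement repertoire (VJ-seq) of 5 pre-B-cell clones and a pre-B-cell pool at 48 h, and of clone 4 at 12, 24, 36 and 48 h without IL-7, with 1 library per clone and time point. RNA was reverse transcribed from the Cκ region and amplified by ligation-mediated PCR. The authors trimmed the paired reads, aligned them with bowtie2 to a hybrid B6/Cast genome and counted them on Vκ segments with HTseq-count, and the deposited values are raw read counts for 112 segments on each allele. The paper gives 2 read lengths without naming the libraries that had each, and its text does not name the versions of these programs. The nuclear RNA, ATAC-seq and other experiments of the paper were not analysed here.

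From the counts, the percent of each segment in its library, the B6 share per library and per segment, Bray-Curtis dissimilarities, rarefied segment numbers and permutation tests were computed with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, and Biopython 1.88 for sequence identity; figures were drawn with matplotlib 3.10.9. Intervals are 95% Wilson intervals and the detection limit is 3 reads. No count model such as edgeR was fitted, since no condition has replicates within a table; tests on reads compare libraries. Sampling noise was drawn from 1000 multinomial samples for each pair, Monte Carlo chi-square tests used 9999 draws, and correlations 100000 permutations. Segments were tested for an allelic ratio with at least 10 reads, and for differences between clones with at least 20 reads over the clones. Segments skewed to an allele had over 80% of reads on it. The test of the allelic ratio between clones was run on simulated counts of 104 segments, of which 30 were changed. It called 27 of the changed segments and 0 of the other 74. The simulation covers read sampling only. Real libraries of the same clone differed by more, with a mean chi-square statistic of 19.0 for the allelic ratio. The simulation therefore gives no rate of false calls for the real libraries.

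The allelic ratios of ncRNA came from the colours of Fig. 2b and the active alleles from Fig. 1e, both read from the pictures. The heights of the bars of Supplementary Fig. 7b were measured in pixels against the gridlines of each panel. Coordinates and gene types are those of GENCODE M21 on mm10; 111 of the 112 segments were found by name. Identity to the closest relative came from local alignments of the annotated transcripts, and covers the B6 sequence only.

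The segments named are those named in the paper's text on rearrangement or shown in Fig. 1e, Fig. 2b, Fig. 4 and Supplementary Fig. 7b, and in each library the 3 segments with the most reads on each allele; other segments were named after their values were seen. The alternatives set before the data were examined varied the read minimum, the scaling of the alleles, the most abundant segments, the depth, the clones included, the division of counts by an excess variation, the use of Wilson intervals for skewed segments, unweighted means, effective numbers of segments, Spearman's rho, ratios within segments, the library of clone 4 used and the criterion for segments found on Cast only, and for the B6 share of reads the restriction to segments read on both alleles. Alternatives chosen after seeing the data were the same restriction for the share of skewed segments and the correlation with ncRNA, functional genes only or all 112 segments as the denominator for the share of skewed segments, and leaving out Igkv19-93 and Igkv10-96.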

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

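The tests of the B6 share of these segments and of their totals were chosen after the counts were seen; the test of sequence identity was not.

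There were 10 V segments annotated as pseudogenes with reads in the 48 h libraries, a set of segments the paper does not discuss separately, above the detection limit of 3 reads. Summed over the 6 libraries, the reads numbered 14536 on Igkv11-106, 5205 on Igkv12-40, 5148 on Igkv4-77, 2554 on Igkv4-75, 1445 on Igkv4-73, 1298 on Igkv4-60, 1129 on Igkv4-56 and 98 on Igkv9-128, and 2913 and 1002 on a pseudogene of the Igkv2 family and one of the Igkv1 family. On Igkv11-106, Igkv12-40 and Igkv9-128 no read was on B6, and on Igkv4-75 and Igkv4-60 none was on Cast. One technical explanation is that reads of a functional relative were assigned to them. The mean identity to the closest relative was higher by 0.721 percentage points in the 10 pseudogenes than in the 94 functional segments with reads (permutation test, two-sided, p = 0.738), which does not single them out. Another is that the annotation describes the B6 allele, so that a segment inactive on B6 could be read on Cast only. The mean B6 share in the pool was compared between the 9 pseudogenes with at least 10 reads and 91 functional segments. The difference was -9.01 percentage points (permutation test, two-sided, p = 0.405). This mean cannot decide the point, since it joins pseudogenes read on Cast alone with others read on B6 alone. Over the 48 h libraries, 18 segments had under 3 Cast reads but at least 3 on B6, Igkv4-75 and Igkv4-60 among them. The reverse was found at 3 segments, all of them pseudogenes. These were Igkv11-106, Igkv12-40 and Igkv9-128, read on Cast alone, the last with no read in the pool. The Cast sequences were not analysed here, so that a Cast variant or a mapping effect at these segments cannot be told apart, and no biological explanation was tested.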

How the results depend on the processing

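The choices set before the data were examined were the read minimum, the scaling, the most abundant segments, the depth, the clones, the division of counts, Wilson intervals past the skew threshold, unweighted means, effective numbers, Spearman's rho, ratios within segments, the clone 4 library used, the criterion for Cast-only segments and, for the B6 share, segments read on both alleles; those added later are named as such. No paired analysis was possible because no groups of replicated samples are compared; each clone and time point has 1 library, except clone 4 at 48 h with 2.

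The change of the B6 share of clone 4 from 12 h to 48 h was -7.50 percentage points over all segments and reversed to 12.97 without the most abundant segment and to 3.51 as an unweighted mean over segments. Without Igkv19-93 and Igkv10-96, added later, it was -3.14 and not past the threshold, and over segments read on both alleles it was -6.81. The most abundant segment is Igkv19-93, so the direction depends on whether it is left out alone or together with Igkv10-96.

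The B6 share of every 48 h library stayed above 50% under each alternative run. Without the most abundant segment it was 56.2% in the pool, 66.0% in clone 8, 69.0% in clone B52, 54.8% in clone 3 and 58.6% in clone E9-3. As an unweighted mean over segments it was 65.2% in the pool, 72.6% in clone 4, 69.0% in clone 8, 58.1% in clone 3 and 62.7% in clone E9-3. Over segments read on both alleles it was 56.5% in the pool, 62.3% in clone 8, 64.8% in clone B52, 50.6% in clone 3 and 52.7% in clone E9-3. The intervals against which these moved cover counting error only.

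The share of skewed segments, restricted later to segments read on both alleles, was 42.2% in clone 3, 48.2% in clone 4, 35.0% in clone E9-3 and 31.7% in the pool; the restriction removes segments read on 1 allele, which favours a lower share. The number of segments whose allelic ratio differed between clones was 80, 40 with counts divided by the variation between the 2 clone 4 libraries and 51 with counts divided by 10, and from 76 to 80 with 1 clone left out in turn.

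The matches with the active alleles of Fig. 1e were from 19 to 22 of 28 pairs with 1 clone left out in turn, and without clone 3 the 19 matches lay below the number expected. The ratio of segment numbers at 48 h to 12 h as effective numbers was 7.78 over both alleles, 10.2 on B6 and 6.04 on Cast, and 4 on Cast with detection at 3 reads. With detection at 1 read, 11.1% of Cast segments were Cast-only at 48 h. With a minimum of 50 reads, 15 segments had the same bias in all 5 clones. The change of the mean position number on B6 was -2.82 without the most abundant segment and reversed to 0.108 unweighted, and on Cast it was -13 unweighted. Except where a value shows it, the cause was not tested.

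The median dissimilarity of the clones, that of the 2 clone 4 libraries and the correlation with ncRNA moved by less than their spread, or stayed past the threshold, under the alternatives run, although the read minimums removed no pair from the correlation or from the matches. Of 170 alternatives of single segments and time points, 38 were at 0 under both settings and could not move; of the other 132, 49 moved and 83 did not. At 12 and 24 h, depths of 1737 and 1174 reads limit the detection of segments under 0.173% and 0.256% of the library.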

Differences from the paper's values

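The paper states that in the pool a smaller part of the V segments than found here is skewed past 80% to 1 allele. Its text gives neither a read minimum nor a denominator for that share, so that the shares may rest on different sets of segments. The share here was 44.6%, and with the alternatives set before the data were examined it was between 43.6% and 47.5%, none of which fell under the limit in the paper. Restricted to segments with at least 3 reads on each allele over the 48 h libraries, a setting chosen after seeing the values, it was 31.7%, which lies under that limit; every segment this setting removed was a skewed one, so the share could only fall. With functional genes only, or all listed segments as the denominator, both also chosen after seeing the values, it was 40.7% and 40.2%.

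The legend of Supplementary Fig. 7 marks V segments whose rearrangement is unique to the Cast allele of clone 4. Of these 13 segments, 4 had no B6 read at any time in the time course, and 1 had more B6 than Cast reads at 48 h.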

Other observations

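The tests below were chosen after the patterns were seen, with some exceptions. These are the tests of sequence identity to relatives, of the position number with time and of permuted ratios. The change of the B6 share from 12 h to 48 h, over all segments and without the most abundant one, is a further exception.

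The fall of the B6 share in clone 4 from 12 h to 48 h was larger than counting error gives (Fisher's exact test, two-sided, p = 6.38e-13). Without Igkv19-93 alone the share rose by 12.97 percentage points. Igkv10-96 then gave 151 of the 268 remaining Cast reads at 12 h, so that the direction depends on both segments. Without Igkv19-93 and Igkv10-96 the change was -3.14 percentage points (Fisher's exact test, two-sided, p = 0.0924), which over the whole time cannot be told apart from sampling, although the share fell by 5.37 from 12 to 24 h (Fisher's exact test, p = 0.0266) and rose by 1.96 from 36 to 48 h (Fisher's exact test, p = 0.00637). These tests do not cover the spread between libraries of the same time point. A candidate explanation is that a rearrangement to Igkv19-93 on B6 was present in part of the cells before induction and became diluted. This was not tested, and amplification of few molecules at low depth is not excluded.

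The 2 libraries of clone 4 at 48 h differed by 0.266 over both alleles, more than clones 4 and 8 of the 48 h libraries at 0.223. The upper end of the 95% range from sampling was 0.0511, and leaving out the 14 segments with no read in the time course gave 0.255 against 0.226 for clones 4 and 8. Summed over families, to allow for reads shared between related segments, the values were 0.184 and 0.169. Neither step reversed the order. The values over families were closer and have no sampling range, so that a part of shared reads in the difference is left open. A batch difference remains a candidate explanation. Over the 48 h libraries, 4 segment-alleles were read with at least 3 reads in each of clones 3, B52 and E9-3 and in none of clones 4 and 8 and the pool, or the reverse. The clone 4 time course followed clones 3, B52 and E9-3 at 4 of these 4. The other 9 of 10 splits of the 6 libraries into 3 and 3 gave 0 such segment-alleles, and with 10 splits the share of splits cannot fall under 0.1. These are few reads, and the labels give no batch.

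Clones 4 and 8 had nearly no Cast reads on the Igkv3 family, with 0.175% and 0.177% of their Cast reads, against 11.5% in clone 3, 44.7% in clone B52, 29.8% in clone E9-3 and 8.23% in the pool. With the family, the pairs of clones 4 and 8 with the other clones differed by 0.345 to 0.617 on Cast, and without it by 0.305 to 0.464, so that the family carries part of this distance. Clones 4 and 8 differed from each other by 0.203 with or without the family, which holds too few of their reads to move that value, and were still closer to each other than to the other clones without it. The time-course library of clone 4 at 48 h differed on Cast by 0.366 from clone 8 and by at least 0.519 from clones 3, B52 and E9-3. On B6 the values were closer, at 0.347 from clone 8 and at least 0.384 from the others. It was nearer to clone 8 on both alleles, which a batch shared with clones 3, B52 and E9-3 would not give, but by little on B6. The clone 4 time course held 0 Cast reads of the Igkv3 family at 12, 24 and 36 h. At 48 h it held 2, or 0.0784% of the Cast reads. The near absence was thus repeated in clone 4, at low depth. Clone 8 has a single library. The hypothesis that clones 4 and 8 share a restriction of the Cast allele may be tested in further libraries of clone 8.

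The B6 share of V segments in the pool followed its mean over the clones, with r = 0.823 and rho = 0.823 over 101 segments, which are not independent replicates (permutation test of r, two-sided, p = 1e-05, the smallest they can give). Over the 82 segments read on both alleles r was 0.725, and over the 24 of these whose closest relative is under 90% identical it was 0.666 (permutation test, p = 5.1e-04), so that neither segments read on 1 allele nor shared reads account for it. A fixed genetic or alignment bias toward an allele may underlie it. Differences in the mapping of the B6 and Cast sequences were not tested. In 29 of 93 segments the bias was on the same allele in all 5 clones, which 1 of 10001 arrangements, the real one included, reached.

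The hypothesis that later rearrangements use more distal segments was tested by the mean position number of the rearranged segments, which is higher for distal ones. On B6 it fell from 83.9 at 12 h to 63.6 at 48 h, and without the most abundant segment the change was -2.82, so that no distal shift was found, while unweighted it was 0.108. On Cast it fell from 93.4 to 86.4.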
